# B1a and B2 cells are characterized by distinct CpG modification states at DNMT3A-maintained enhancers

**DOI:** 10.1038/s41467-021-22458-9

**Published:** 2021-04-13

**Authors:** Vinay S. Mahajan, Hamid Mattoo, Na Sun, Vinayak Viswanadham, Grace J. Yuen, Hugues Allard-Chamard, Maimuna Ahmad, Samuel J. H. Murphy, Annaiah Cariappa, Yesim Tuncay, Shiv Pillai

**Keywords:** DNA methylation, Gene regulation in immune cells, Epigenetics in immune cells, B cells

## Abstract

The B1 and B2 lineages of B cells contribute to protection from pathogens in distinct ways. The role of the DNA CpG methylome in specifying these two B-cell fates is still unclear. Here we profile the CpG modifications and transcriptomes of peritoneal B1a and follicular B2 cells, as well as their respective proB cell precursors in the fetal liver and adult bone marrow from wild-type and *CD19-Cre Dnmt3a* floxed mice lacking DNMT3A in the B lineage. We show that an underlying foundational CpG methylome is stably established during B lineage commitment and is overlaid with a DNMT3A-maintained dynamic methylome that is sculpted in distinct ways in B1a and B2 cells. This dynamic DNMT3A-maintained methylome is composed of novel enhancers that are closely linked to lineage-specific genes. While DNMT3A maintains the methylation state of these enhancers in both B1a and B2 cells, the dynamic methylome undergoes a prominent programmed demethylation event during B1a but not B2 cell development. We propose that the methylation pattern of DNMT3A-maintained enhancers is determined by the coincident recruitment of DNMT3A and TET enzymes, which regulate the developmental expression of B1a and B2 lineage-specific genes.

## Abstract (web summary)

B cell progenitors differentiate into multiple subsets with distinct functions. Here the authors analyze the epigenetic landscapes of sorted B cell subsets using multiple platforms and show that the epigenetic regulator, DNMT3A, is essential for modulating the activity of enhancers critical for B1 and B2 lineage-determining genes.

## Introduction

B cells are divided into two major sub-lineages. B2 cells, which constitute the majority of all B cells, are short-lived recirculating cells that are metabolically quiescent and can be activated in secondary lymphoid organs where they collaborate with helper T cells to generate specific antibodies. B1a cells, found predominantly in the peritoneal and pleural cavities, are long-lived self-renewing cells that produce natural antibodies as part of innate-like immunity^1,2^. Given the crucial role of DNA methylation in controlling gene expression, lineage specification, and the maintenance of cellular states, we explored the B1 and B2 sub-lineages through the lens of whole-genome cytosine modification dynamics^3,4^. Intergenic CpG island methylation has been linked to lineage specification in the immune system^5^, and it has been suggested that DNA methylation might protect specific cell types from the aberrant activation of transcription factors in a lineage-specific manner^6^. Genome-wide studies of cytosine methylation have been undertaken in human B cells, and it has been shown that early human B-cell development is characterized by the loss of CpG methylation at enhancer sites; additionally, the differentiation of B cells into memory and plasma cells is characterized by the loss of CpG methylation in regions of heterochromatin and a gain of methylation in polycomb-repressed regions^7^. However, the identification of human B1 cells is still controversial and prior studies on human B-cell methylomes did not address the B1 vs. B2 lineage decision.

The enzymes that add methyl marks to cytosines include DNA methyltransferase 1 (DNMT1) and the DNA methyltransferases 3a (DNMT3A) and 3b (DNMT3B). DNMT1 is termed a maintenance methyltransferase because it recognizes hemi-methylated sites in newly replicated DNA and restores symmetric CpG methylation. DNMT3A and DNMT3B are de novo methyltransferases that are active during early embryogenesis and modify unmethylated CpGs symmetrically^8^. Although 5-methylcytosine (5mC) is a stable modification, it can be converted to 5-hydroxymethylcytosine (5hmC) by methylcytosine dioxygenases of the Ten Eleven Translocation Family (TET1, TET2, and TET3)^9–12^. 5hmC itself is also a substrate for TET enzymes and can be progressively oxidized to 5-formyl (5fC) and 5-carboxy (5caC) cytosine, which are recognized and excised by thymine-DNA glycosylase, such that an unmethylated cytosine is restored by the base-excision repair pathway. Unlike 5mC, the 5hmC mark is not maintained by DNMT1 during cell division and appears to undergo DNA replication dependent loss, thereby providing an additional mechanism for DNA demethylation^13^. Thus, the TET enzymes play a critical role in active demethylation of mCpGs.

Hypomethylated CpGs mark gene regulatory regions such as promoters and some enhancers. The 5hmC mark may serve as an indicator of TET activity, but given that this mark is especially enriched in enhancer elements, it has been speculated that it may play an active, functional role beyond being just an intermediate in demethylation^14–16^. Several readers that specifically recognize methylated or unmethylated CpGs have been identified, but a specific reader for 5hmC has not yet been identified. Unlike DNMT1, which is associated with the DNA replication machinery, DNMT3A and the TET enzymes are recruited to specific genomic sites such as gene regulatory regions through their association with transcription factors. Engineered loss of *Dnmt3a* in mouse hematopoietic stem cells has been reported to result in malignant transformation in many hematopoietic lineages including the B lineage, resembling human B-CLL^17–21^. Leukemic transformation in the *Eµ*-*Tcl1*-transgenic model of CLL is also thought to be driven by the ability of TCL1 to inhibit DNMT3A^22^. Once a CpG methylation pattern is established across the genome by DNMT3A and TET enzymes during B-lineage commitment, it is subsequently maintained across cell divisions by DNMT1. Mice lacking *Tet2 and Tet3* in the B lineage retain normal numbers of follicular B2 cells but experience a partial block in early B-cell development and completely lack B1a and marginal zone B cells^23^, suggesting a continued role for DNA demethylation in establishing the B1a cell program after B lineage commitment. In this study, we elucidate the role of DNMT3A during and after B lineage commitment by studying *Dnmt3a*-floxed mice in the *CD19-Cre*^*+/-*^ background at 4 weeks of age, well before the establishment of leukemia and at a time when the B1a cells are still polyclonal^20,21,24^, in order to examine the role of DNMT3A in the absence of the confounding effects of clonal somatic aberrations and widespread changes in CpG methylation that are known to accompany malignant transformation into CLL.

We profile cytosine modifications in B1a and B2 cells and their precursors and show that both B1a and B2 cells exhibit a dynamic layer of lineage-specific and DNMT3A-maintained CpG methylation that is superimposed on a shared foundational methylome. We find that continued action of DNMT3A is required to counteract TET activity in this dynamic methylome layer, and the sites whose CpG methylation is maintained by DNMT3A after B lineage commitment are highly enriched for enhancers, which we have termed DNMT3A-maintained enhancers (DMEs). DME methylation is linked to the regulated expression of lineage-specific genes and reveals a novel role for DNMT3A in both marking and maintaining DNA methylation at specific enhancers that modulate the fate of developing lymphocytes. Our results also provide an epigenetic framework for understanding the reported BCR-dependent plasticity in B-cell sub-lineages^25^.

## Results

### B1a cell development is characterized by a pronounced loss of CpG modification

We surveyed the genome-wide CpG modification profiles in murine B1a and B2 cell lineages, by performing whole-genome bisulfite sequencing (WGBS) of proB2 cells (Hardy fractions B and C from bone marrow), splenic follicular B2 cells, proB1 cells (Hardy fractions B and C from fetal liver) and peritoneal B1a cells; these populations will hereon be referred to as proB2, B2, proB1 and B1a cells, respectively. We identified about 40,000–50,000 hypomethylated regions (HMRs) that were dispersed across 1.7% to 1.9% of the genome, largely in intergenic and intronic regions in all four cell types^26^. Interestingly, the HMRs in wild-type B1a cells were found to be significantly longer than those in the B2 cells (median lengths of 830 bp and 668 bp, respectively; K–S test *p* < 1e-10), indicating that the B1a lineage may favor CpG demethylation at HMRs across the genome (Fig. 1a). Large HMRs over 3.5 kb have been previously referred to as canyons in studies on murine hematopoietic stem cells^27^. Using a similar cutoff of 3.5 kb, we identified methylation canyons in all four B-cell populations. Mature B1a cells exhibited 30–35% more canyons than all other B-cell stages examined (Fig. 1b). This developmental increase in the number of canyons in B1 cells was reminiscent of the canyon expansion observed in *Dnmt3a*-deficient murine HSCs^27^ and suggested that changes in DNMT3A activity may contribute to the programmed demethylation observed during B1a cell differentiation.

**Fig. 1:**
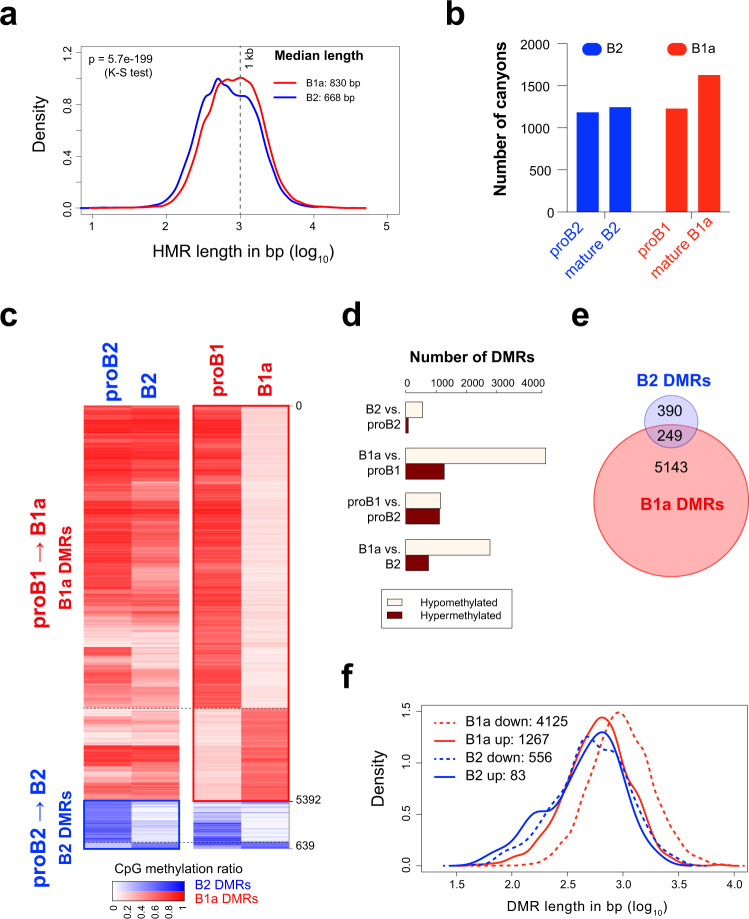
B1a cell development is marked by a pronounced loss of CpG modification. **a** Distribution of HMR lengths in proB and B cells in the B1a and B2 lineage. B1a, B2 and proB2 cells were pooled from three mice each, and proB1 cells were pooled from 14 fetal livers. **b** Number of canyons (HMR length >3.5 kb) identified in proB2, B2 (follicular B), proB1 and B1a cells (*n* = 1 methylome each; DNA was pooled from multiple mice as indicated in Fig. 1a). **c** CpG modification profiles in developmental DMRs in the B1a and B2 lineages. Average CpG modification ratio in the B1a and B2 DMRs in proB1, B1a, proB2 and B2 cells is depicted in the heatmap. **d** The number of DMRs identified by pairwise comparisons between proB and mature B cells and between corresponding stages of the B1a and B2 cell lineages. **e** Overlap between B2 and B1a DMRs; DMRs with over 50% overlap were considered overlapping. **f** Distribution of development DMR lengths in proB and B cells in the B1a and B2 lineage. Source data are provided as a Source Data file.

We next identified differentially methylated regions (DMRs) that arise during the development of the B1a and B2 cell lineages. DMRs are regions with a high probability of differential methylation where an HMR exists in one methylome but not at the same location in the other. DMRs were particularly abundant between the proB1 and B1a stages. They encompassed ~6 million bp across 5,392 genomic intervals in the B1a lineage (0.42% of the genome), but only about 0.5 million bp across 639 intervals in the B2 lineage (0.04% of the genome), suggesting that the regulation of CpG methylation is a far more prominent feature of B1a cell development, compared to B2 cell development (Fig. 1c–e). The majority of the B1a DMRs (~75%) exhibited a loss of CpG modification during B1a cell development (Fig. 1c, d). The median size of the observed B1a DMRs was 857 bp, and ~12% of the hypomethylated B1a DMRs fell within methylation canyons in B1a cells (Fig. 1f)

### Programmed demethylation in B1a cells occurs at enhancers that are demethylated and re-methylated in B2 cells

The majority of B1a and B2 DMRs were present at a distance from the transcription start site (TSS) in intergenic or intragenic spaces, compatible with a possible enhancer function (Fig. 2a, b). Indeed, many prior studies of CpG methylomes in adult somatic tissues have found that variably methylated regions are strongly enriched at enhancer sites. Analysis of publicly available ChIP-Seq data for H3K4me1 and H3K4me3 modifications in mature B2 and B1a cells^28^ showed that the DMRs that underwent developmental demethylation in both B1 and B2 cells co-localized with H3K4me1 peaks in mature B1a and B2 cells. This suggested that these DMRs might represent developmentally demethylated enhancers that modulate lineage-specific gene expression (Fig. 2c). To assess the significance of these enhancers in the context of hematopoietic development, we also examined H3K4me1 and H3K4me3 marks in HSCs using published ChIP-Seq data. The DMRs that were developmentally hypermethylated in mature B2 or B1a cells exhibited little H3K4me1 signal in B cells, but did bear an H3K4me1 signature in HSCs, suggesting that these hypermethylated DMRs may represent enhancers that were developmentally silenced by CpG methylation (Fig. 2c). The B1a DMRs exhibited low levels of H3K4me1 in HSCs, suggesting that they may represent primed enhancers in HSCs that subsequently become fully active in the B lineage.

**Fig. 2:**
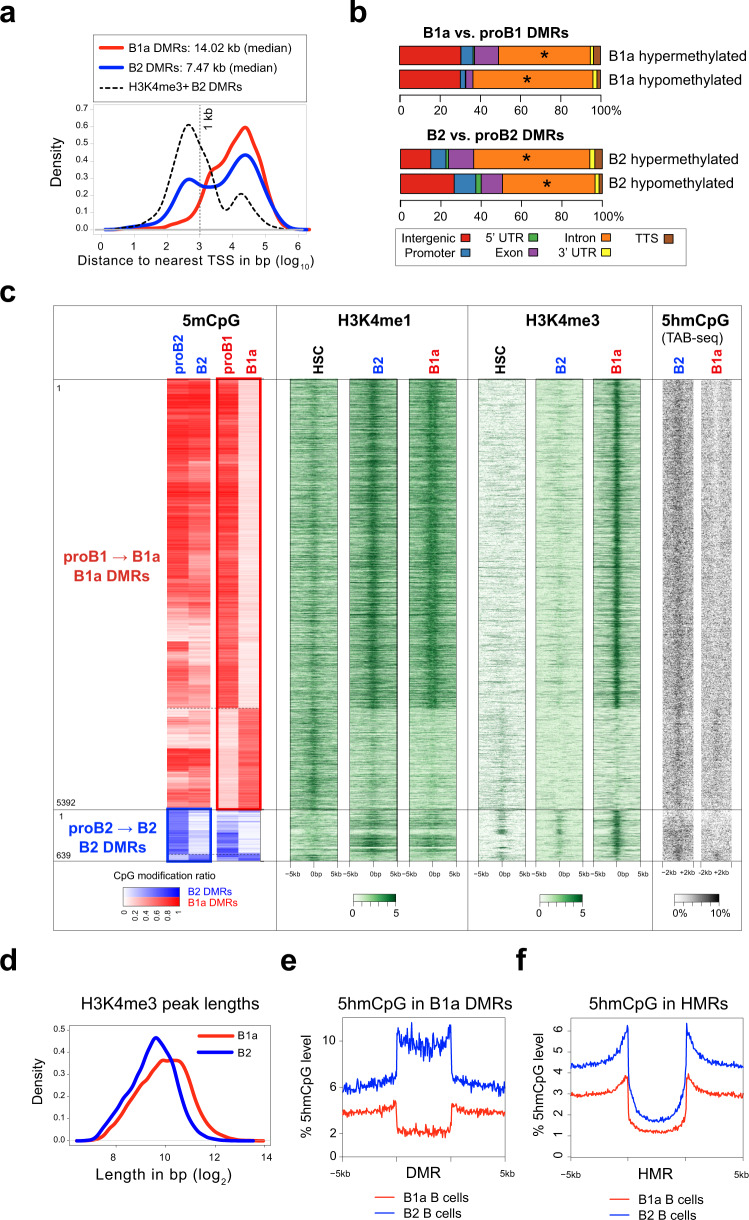
Extensive loss of enhancer methylation during B1a cell development. **a** Distribution of distance to nearest TSS for B1a (red) and B2 (blue) DMRs. B2 DMRs that overlap with H3K4me3 ChIP-Seq peaks in B2 cells (black) are separately depicted. **b** DMR genomic features. Asterisks depict genomic features that are significantly enriched with respect to HMRs. **c** The heatmap depicting the CpG modification ratio in B1a and B2 DMRs is reproduced from Fig. 1c to provide a frame of reference on the far left. H3K4me1 and H3K4me3 histone marks are correspondingly plotted + /– 5 kb upstream or downstream of the B1a and B2 DMRs in HSCs 27, B1a and B2 cells 28. An aggregate signal derived from the 3 published replicates per condition is plotted. 5hmCpG levels + /– 2 kb of the DMRs are shown on the far right as measured by TAB-Seq in B1a and B2 cells (one replicate per condition, using cells pooled from three mice each). **d** Distribution of H3K4me3 peak lengths in B1a (red) and B2 (blue) cells. **e** Average profile of 5hmCpG modification (% of total CpGs) in the B1a DMRs in B1a (red) and B2 (blue) cells. The DMRs are scaled to the same length and 5 kb flanking regions are depicted. **f** Average profile of 5hmCpG modification (% of total CpGs) in the HMRs in B1 and B2 cells and 5 kb flanking regions. Source data are provided as a Source Data file.

In B2 cells, only a small subset of developmentally demethylated DMRs that were present in the close proximity of annotated transcription start sites (TSS) exhibited an H3K4me3 signal, consistent with a promoter function (Fig. 2a). However, in B1a cells, most DMRs that were developmentally demethylated acquired some H3K4me3 trimethylation marks (Fig. 2c). Although H3K4me3 is generally associated with promoters, it can be found in enhancers in some contexts^29,30^. The recognition of unmethylated CpGs by the SET1 H3K4 trimethylase complex through CFP1 has been reported to restrict this chromatin modifying enzyme complex to unmethylated promoter regions and prevent CpG methylated enhancers from acquiring ectopic H3K4me3 marks^31^. This CpG methylation barrier to H3K4me3 acquisition appears to break down at many enhancer sites in B1a cells, and the developmental acquisition of ectopic H3K4me3 marks at demethylated enhancers is unique to B1a cells. Interestingly the H3K4me3 peaks were wider in B1a cells than B2 cells across the genome, consistent with a global increase in HMR lengths in B1a cells (Fig. 2d).

WGBS revealed that 90% of the CpGs in DMRs that were developmentally demethylated in B1a cells were modified in B2 cells (Fig. 2c). As WGBS does not distinguish between cytosine methylation and hydroxymethylation, we also analyzed 5-hydroxymethylation (5hmC) levels in mature B1a and B2 cells using TET-assisted bisulfite sequencing (TAB-Seq)^32^ (Fig. 2c, far right). Given that the bulk of the bisulfite protection arose from 5mCpG rather than 5hmCpG, we focused on 5mCpG in our analyses. The majority of CpGs in B1 DMRs were modified in B2 cells. About 10 percent of these CpG were hydroxymethylated, indicating that TET enzymes are active at these sites even in B2 cells (Fig. 2e). In contrast, our analyses showed no appreciable level of 5hmC at the B1 DMRs in B1 cells. As previously described in HSCs, 5hmCpGs, a mark of TET activity, were found to be enriched at HMR boundaries in both B1a and B2 cells (Fig. 2f). TET activity at HMR boundaries plays a critical role in maintaining the HMRs by opposing the action of DNMT3A^27,33^.

### B1 lineage-specific gene expression is linked to enhancer demethylation

Examination of gene expression data in B-cell subsets from the ImmGen Consortium indicated that the genes in the proximity of B1a cell-specific DMRs that lose methylation during B1a cell development are upregulated during differentiation from proB1 to mature B1a cells (either fetal liver Fraction E or peritoneal B1a cells) (Fig. 3a)^34^. These genes are enriched for pathways involved in B-cell receptor signaling and activation (Fig. 3b). In contrast, B1a cell-specific DMRs that gain methylation during development were not associated with statistically significant changes in the expression of neighboring genes (Fig. 3a). Unlike the hypomethylated DMR-proximal genes, the genes in the vicinity of hypermethylated or decommissioned enhancers are not linked to typical lymphocyte functions (Supplementary Table 1). B2 DMRs were less numerous and exhibited little correlation with gene expression changes during development (Supplementary Fig. 1). Although some genes exhibited multiple DMRs in their vicinity, there was no correlation between the number of DMRs and gene expression (Supplementary Fig. 2). Genes whose expression was increased during B1a cell development exhibited a significant overlap with genes that were closest to DMRs that lost CpG methylation during B1a cell development (*p* < 0.01; Fisher’s exact test) (Fig. 3c). Of these genes, 40% encode B1a lineage-specific genes, that include transcription factors such as *Arid3a*, *Bhlhe41* and *Zbtb32*, and signaling regulators such as *Siglecg* and *Rasgrp1*, that are known to be required for B1a cell development and function (Fig. 3d)^35–38^.

**Fig. 3:**
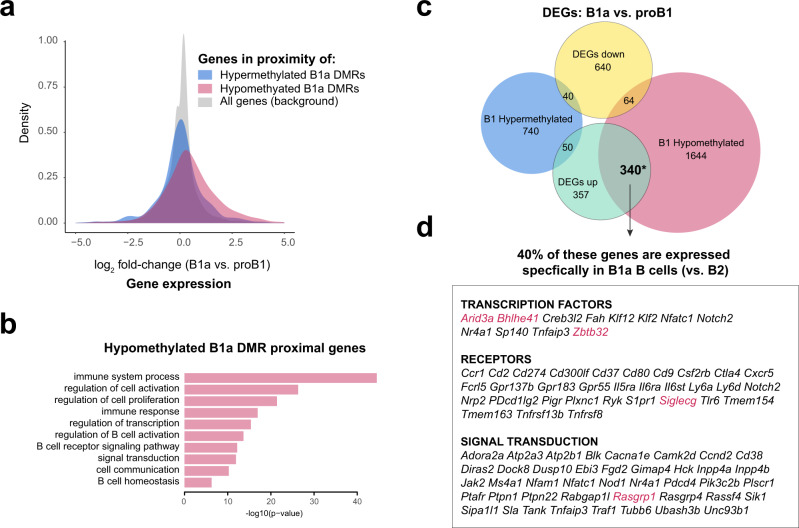
B1 lineage-specific gene expression is linked to enhancer demethylation. **a** Distribution of fold-changes in gene expression between mature B1a (peritoneal B1a or fetal liver FrE) and proB1 (fetal liver FrBC) cells. Genes in the proximity of developmentally hypomethylated or hypermethylated B1a DMRs are depicted alongside the set of all genes. Microarray data from the ImmGen Consortium was used for this analysis. **b** Enriched Gene Ontology (Biological Process) terms for genes in the proximity of hypomethylated B1a DMRs. **c** Overlap between differentially expressed genes and genes in the proximity of DMRs between B1a (peritoneal B1a or fetal liver FrE) and proB1 (fetal liver FrBC) cells. Gene sets with a significant overlap are marked with an asterisk (*p* < 0.001, Fisher’s exact test). **d** B1a lineage-specific genes in the significantly overlapping set shown in **c**. Source data are provided as a Source Data file.

### Deficiency of *Dnmt3a* in the murine B lineage results in the selective expansion of B1a cells

In order to evaluate the possible contribution of DNMT3A to the B1 vs. B2 cell fate decision, we used *Cd19-Cre* to conditionally delete a floxed *Dnmt3a* allele (*Dnmt3a*^2*lox*^) in the B lineage, specifically from the proB1 and proB2 stages onwards^39,40^. The direct or indirect loss of DNMT3A in the B lineage has been shown to result in the leukemic transformation of B1a cells^20–22^. Similarly, *Cd19-Cre*^*+/-*^ *Dnmt3a*^*2lox/2lox*^ (*Dnmt3a*^*-/-*^) mice also exhibited a marked expansion of B1a B cells that progressed to monoclonal leukemia by 9 months of age with a 100% penetrance (Fig. 4a). The increase in B1a cells was initially detectable in the peritoneal cavity as early as 4 weeks of age (Fig. 4a) and became evident in the spleen and bone marrow after 10 weeks of age. The peritoneal B1b B-cell population was progressively displaced by the expanding B1a population with age. We observed no increase in the proportion of CD19^+^ B1a lineage progenitors or proB1 cells in the fetal liver^41^, suggesting that the expansion of B1a cells was driven by increased self-renewal or proliferation in the mature B1a cell compartment (Supplementary Fig. 3a). There was a slight decrease in the number of follicular B cells in the spleen and no change in the number of developing B2 cells in the bone marrows of *Dnmt3a*^*-/-*^ mice (Fig. 4b and Supplementary Fig. 3b). The number of marginal zone (MZ) B cells was also reduced at 8 weeks of age (Fig. 4b and Supplementary Fig. 3c). Changes in the MZ B-cell compartment could not be assessed beyond 12 weeks of age, as the splenic marginal zone niche was obliterated by infiltrating B1a cells and MZ B cells were no longer detectable.

**Fig. 4:**
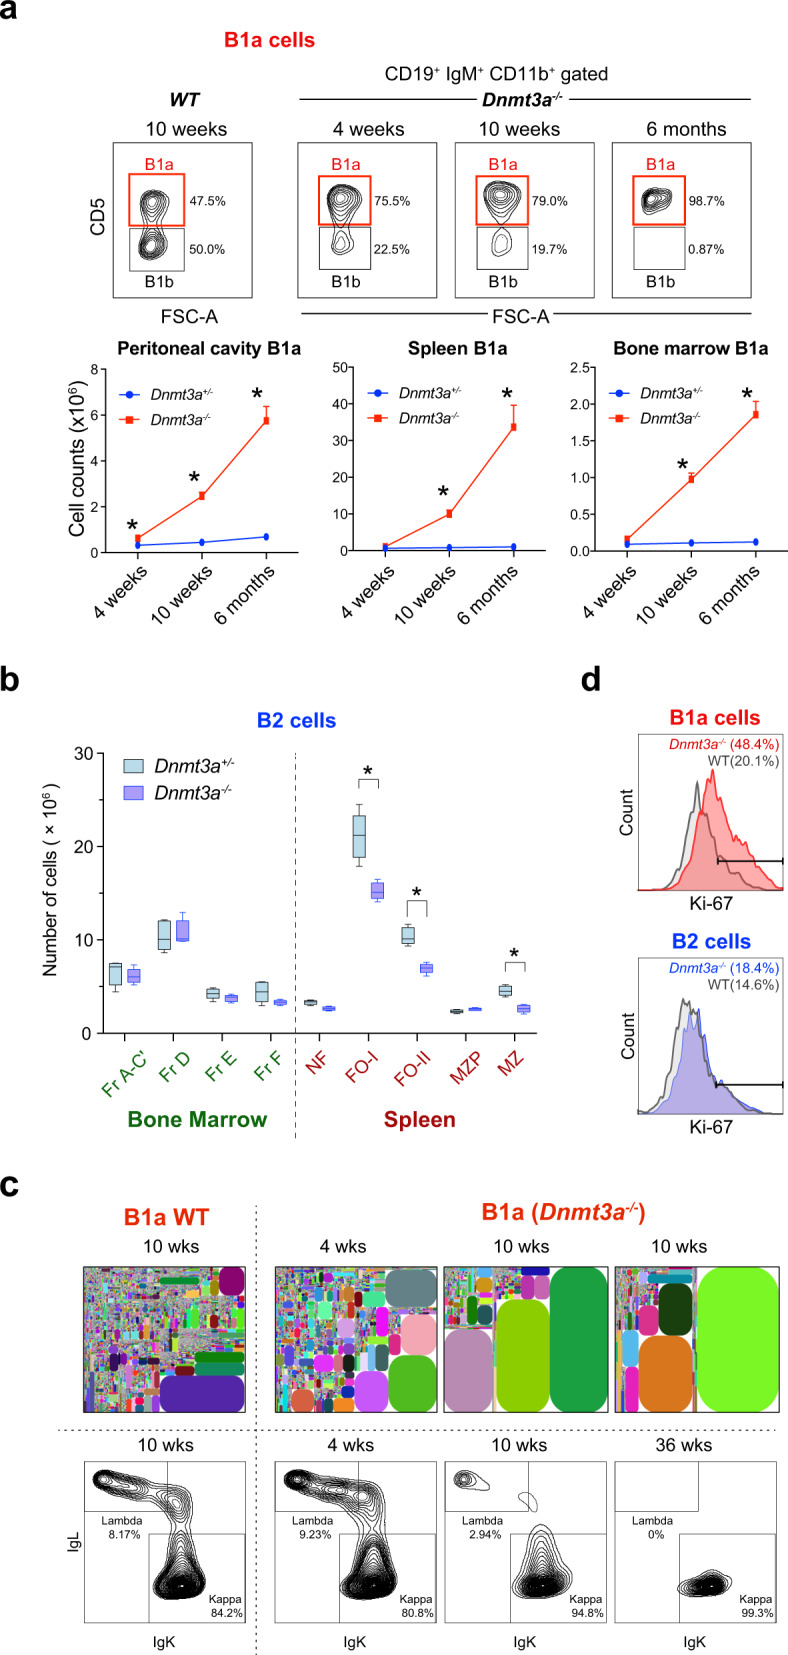
*Dnmt3a* deficiency in the B lineage results in the selective expansion of B1a cells. **a** Expansion of B1a cells (CD19^+^ IgM^+^ CD11b^+^ CD5^+^ ) in the peritoneal cavity, spleen and bone marrow of *Dnmt3a*^-/-^ mice (mean + SD). The top panel shows the gating strategy used to distinguish B1a and B1b cells. Five wild-type and *Dnmt3a*^-/-^ mice were analyzed in each group. Statistically significant differences are indicated with asterisks. **b** Number of bone marrow B2 cell precursors (Fractions A-C′, D, E, F) and mature splenic B2 cells (newly formed (NF), follicular (FO-I and FO-II), marginal zone precursor (MZP), and marginal zone (MZ) B cells) from 8 week old *Dnmt3a*^-/-^ mice and their littermate controls. The experiment was performed two times and a total of eight mice in each group were analyzed. The box and whiskers mark the 25th to 75th percentiles and the minimum or maximum values. Statistically significant differences (two-sided unpaired t-tests, FDR > 1%) are indicated with asterisks (*p* = 0.001104 (FO-I), *p* = 0.000087 (FO-II), *p* = 0.000175 (MZ)). **c** IgH repertoire of peritoneal B1a cells in wild-type and *Dnmt3a*^-/-^ mice at varying ages (top row). Each clonotype is represented by a distinctly colored rectangle, with an area proportional to the fraction of total reads. Kappa and lambda Ig light chain staining in B1a cells from wild-type and *Dnmt3a*^-/-^ mice at varying ages is also shown (bottom row). **d** Ki-67 levels in B1a cells from the peritoneal cavity and B2 cells from the spleens of 4-week-old wild-type and *Dnmt3a*^-/-^ mice. Source data are provided as a Source Data file.

At 4 weeks of age, B1a cells lacking DNMT3A remained largely polyclonal, similar to wild-type B1a cells (Fig. 4c and Supplementary Fig. 4). Staining of Igκ and Igλ light chains showed that the expanded B1a cell pool in the peritoneal cavity underwent a gradual restriction in repertoire from a polyclonal to monoclonal state. Of the eight mice analyzed beyond 30 weeks of age, seven showed only Igκ staining while one showed only Igλ staining. *Dnmt3a*^*-/-*^ B1a cells exhibited higher Ki-67 staining, consistent with increased self-renewal in this compartment (Fig. 4d). IgH rearrangements from the clonal leukemias were amplified and sequenced, and like unmutated human CLL, were found to be free of somatic hypermutation. To avoid potential confounding effects arising from oncogenic somatic mutations that may have been selected in a leukemic *Dnmt3a*^*-*/-^ clone at a later time point, we used peritoneal *Dnmt3a*^*-*/-^ B1a cells from 4-week old mice, when the cells were still in a polyclonal state, for all subsequent analyses.

### DNMT3A loss reveals a B lineage-specific foundational methylome shared in B1a and B2 cells

We identified a total of 9,401 and 9,765 genomic intervals in the B2 and B1a cell lineages, respectively, that exhibited differential CpG modification across proB, mature B (wild-type) and *Dnmt3a*-deficient mature B cells, and henceforth refer to them as B2 and B1a DNMT3A-dependent DMRs (DDMRs), respectively (Fig. 5a). Remarkably, the lineage-specific methylation patterns in mature B2 and B1a cells were almost completely erased in the absence of DNMT3A, unmasking a foundational methylome that was virtually identical in B1a and B2 cells (Fig. 5b). Indeed, there were only 34 differentially methylated intervals between *Dnmt3a*^*-/-*^ B1a and B2 cells. Interestingly, the CpG methylation profile of wild-type B1a cells resembled *Dnmt3a*^-/-^ B1a and B2 cells, suggesting that DNMT3A activity may be physiologically downregulated during B1a cell development (Fig. 5b). We found that the number of canyons increased in *Dnmt3a*-deficient B cells compared to their wild-type counterparts (Fig. 5c) and appeared to arise from the expansion and amalgamation of smaller HMRs present at the respective sites in wild-type B cells. The canyons in *Dnmt3a*-deficient B2 and B1a cells exhibited a very high degree of overlap (98%) and were strongly enriched for genes encoding transcription factors, such that for nearly one-third of these canyons, the closest gene encoded a transcription factor.

**Fig. 5:**
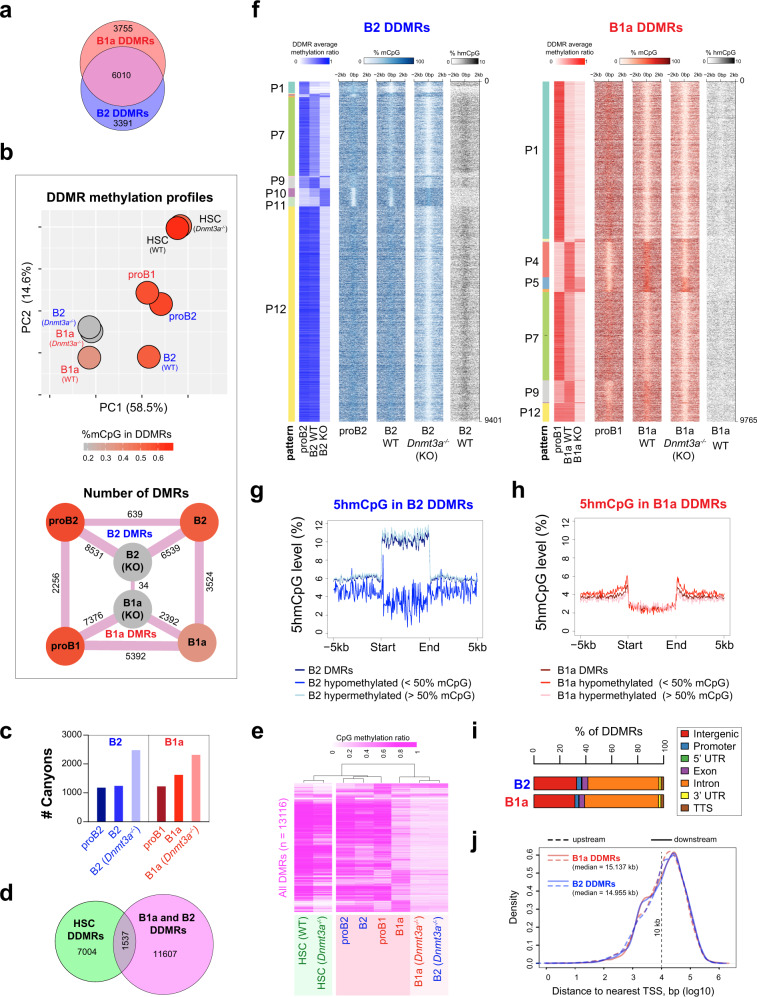
DNMT3A maintains lineage-specific CpG methylation patterns in B1a and B2 cells. **a** Overlap between B1a and B2 DDMRs. B1a and B2 cells from three wild-type or Dnmt3a-/- mice were pooled for the analysis. **b** Differences in the methylation profiles in the B lineage DDMRs (DNMT3A-dependent DMRs) observed across proB, mature B and Dnmt3a-/- B cells in B2 and B1a cell lineages, as well as wild-type and Dnmt3a-/- HSCs are depicted as a PCA plot (top) and as a graph of the number of the pairwise DMRs (bottom). The %CpG methylation in the DDMRs for each condition is depicted using a color scale. **c** Number of canyons (HMR length >3.5 kb) observed in proB, wild-type mature B and Dnmt3a-/- B cells in the B2 and B1a lineages (*n* = 1). **d** Degree of overlap between the B lineage DDMRs and HSC DDMRs (wild-type vs. Dnmt3a-/- HSCs). **e** Differences between the CpG methylation profiles in the B lineage DDMRs across the eight conditions depicted in **b** are illustrated as a hierarchically clustered heatmap. **f** DNMT3A-dependent differentially methylated regions (DDMRs) in the B2 (*n* = 9,401) and B1a (*n* = 9,765) B-cell lineage. Heatmaps depict the average methylation ratio within the B1a and B2 DDMRs as well as the %CpG modification in 100 bp bins depicted ±2 kb from the center of the DDMRs are shown for wild-type proB2, B2, proB1, B1a, as well as Dnmt3a-/- B1a and B2 cells. The CpG methylation state of B2 DDMRs is shown in shades of blue and B1a DDMRs is shown in shades of red. The six main patterns of methylation observed for B1a and B2 cells are labeled (P1-P12). The CpG methylation profiles in the prominent patterns in B1 and B2 DDMRs are plotted in Fig Supplementary Fig. 5c. **g** and **h** Average 5hmCpG modification level (% of total CpG) in B2 DDMRs in B2 cells (**g**) and B1a DDMRs in B1a cells (**h**). The DDMRs are scaled to the same length and depicted alongside 5 kb flanking regions. **i** Genomic features of DDMRs in B2 and B1a cells. **j** Distribution of distances to the nearest TSS for B1a and B2 DDMRs. Source data are provided as a Source Data file.

Comparison with publicly available WGBS data from murine wild-type and *Dnmt3a*-deficient bone marrow hematopoietic stem cells (HSCs) suggested that genomic loci exhibiting *Dnmt3a*-dependent CpG methylation showed very little overlap between HSCs and B cells (Fig. 5d).^27^. Of note, given the use of *Cd19-Cre* for deleting the *Dnmt3a*-floxed allele, the loss of DNMT3A occurs after B lineage commitment in the mice studied. Interestingly, the B lineage DDMRs were predominantly methylated in HSCs even in the absence of *Dnmt3a* (Fig. 5e). This suggests that the foundational and dynamic methylomes are recast following differentiation into the B lineage whereupon the CpG methylation at the B lineage DDMRs becomes dependent upon DNMT3A, perhaps to counteract the activity of TET2 as suggested by the enrichment of 5hmC at these sites (Fig. 5f, g, h).

The DDMRs were stratified into 12 groups based on their patterns of CpG modification; six patterns accounted for >97% of all DDMRs in B2 and B1a cells (Supplementary Fig. 5a, f). As previously observed, the majority (~75%) of the B1a DDMRs exhibit a loss of CpG modification during the differentiation of proB1 cells into B1a cells (Fig. 5f). Notably, the DDMRs that undergo partial demethylation from the proB1 to the mature B1a stage exhibited almost complete demethylation in *Dnmt3a*^*-/-*^ B cells (Pattern 7 in Fig. 5f), suggesting that even the reduced level of CpG methylation observed in the DDMRs in wild-type B1a cells is maintained by DNMT3A. In B2 cells, which exhibited >65% CpG modification in the DDMRs, about 10% of the CpGs in the B2 DDMRs were 5-hydroxymethylated indicative of ongoing TET activity at these sites (Fig. 5g). In contrast, our analysis showed no appreciable level of 5 hmCpG at the B1a DDMRs in B1a cells (Fig. 5h). This suggests that while TET can convert a portion of mCpG generated by DNMT3A at B2 DDMRs to 5hmCpG in B2 cells, the developmentally dampened activity of DNMT3A at B1a DDMRs in B1a cells may lead to a paucity of the mCpG substrate for TET in B1a cells. In a majority of the B lineage DDMRs, DNMT3A appears to function as a maintenance methyltransferase at the DDMRs even in non-dividing B2 cells, in a manner that is distinct from the replication-coupled maintenance methylation function performed by DNMT1. This set of DDMRs may, therefore, be viewed as the DNMT3A-maintained dynamic methylome in B1a and B2 cells.

### DNMT3A-maintained enhancers (DMEs) represent a novel methylation-sensitive subset of enhancers

The DDMRs were predominantly in intergenic and intronic regions at a distance from the TSS, consistent with an enhancer function (Fig. 5i, j). To assess this, we examined chromatin features at the DDMRs using CUT&RUN with antibodies against H3K4me1, H3K4me3 and H3K27ac^42^ and ATAC-Seq^43^. In both B1a and B2 cells, the DDMRs were enriched for the H3K4me1 histone modification, a widely studied mark of enhancers (Fig. 6a, b). Indeed, the DDMRs accounted for approximately 11% of all enhancers defined by non-TSS H3K4me1 peaks (7,990 of 74,344) in B cells. Developmentally hypomethylated DDMRs (B1a DDMR patterns 1 and 7, and B2 DDMR pattern 7), acquired H3K27ac marks, which is indicative of an active enhancer state, during development (Fig. 6a, b). B2 and B1a DDMRs overlapped with sites of enhanced chromatin accessibility. In both sets of DDMRs, chromatin accessibility was inversely correlated with CpG methylation (Spearman’s correlation coefficient = −0.26 and −0.57, for B2 and B1a DDMRs, respectively). Given that the majority of the DDMRs were partially hypomethylated in wild-type B1a cells, the loss of DNMT3A had a more profound impact on the CpG methylation of DDMRs in B2 cells, concomitant with a gain in chromatin accessibility (Fig. 6b, c). This suggests that CpG methylation may constrain chromatin accessibility at these DNMT3A-maintained enhancers that we refer to as DMEs.

**Fig. 6:**
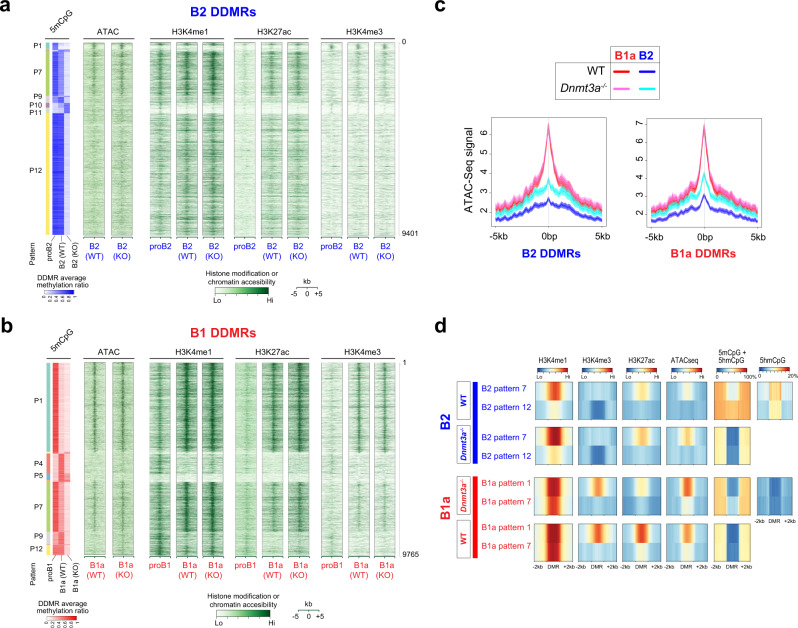
DDMRs exhibit enhancer marks that are modulated by CpG modification patterns. **a** and **b** 5mCpG, H3K4me1, H3K27Ac, H3K4me3 and ATAC-Seq signal in B2 and B1a DDMRs in proB, WT B and *Dnmt3a*^-/-^ B cells in the B1a and B2 lineages, respectively. An aggregate signal derived from 3 to 4 ATAC-Seq or CUT&RUN replicates per condition is plotted. The average CpG methylation ratio within the B1a and B2 DMRs is reproduced from Fig. 5E to provide a frame of reference alongside a heatmap of histone modifications, as measured by CUT&RUN or chromatin accessibility signals in 100 bp bins in ±5 kb regions from the center of the DMRs. The six main patterns of methylation are labeled. **c** Profiles of chromatin accessibility in B1a and B2 DDMRs as measured by ATAC-seq. **d** The average profile of modified CpGs, H3K4me1, H3K4me3, H3K27ac, and chromatin accessibility in the two largest patterns of B1a and B2 DDMRs in WT and *Dnmt3a*-deficient B1a and B2 cells, respectively.

In B2 cells, as is typical of active enhancers, DMEs exhibited both 5mCpG and 5hmCpG, and were marked by H3K4me1 but not H3K4me3 (Fig. 6a). The few B2 DMEs (pattern 1) that were enriched in H3K4me3 were also enriched in TSS, suggesting that they are promoters (Supplementary Fig. 6). In contrast, in B1a cells, the developmentally hypomethylated DMEs (especially pattern 1) exhibited both H3K4me1 and H3K4me3 marks, although they exhibited a minimal overlap with promoters of annotated transcripts (Fig. 6b, d, and Supplementary Fig. 6). As illustrated in Fig. 2c using publicly available ChIP-seq data, and in Fig. 6b with a different antibody in a CUT&RUN assay, we show that acquisition of H3K4me3 marks at DMEs is a unique feature of B1a cell development. H3K4me3 is prominent at promoters, but detectable levels of this modification are also observed at active enhancers bound by RNA Pol II^44^. Although CpG methylation in the DMEs was largely erased in the Dnmt3a-deficient B1a and B2 cells, the ablation of *Dnmt3a* had little impact on H3K4me1 or H3K4me3 levels in the DMEs in either B1a or B2 cells and did not result in the acquisition of H3K4me3 marks at DMEs in *Dnmt3a*-deficient B2 cells (Fig. 6a, b). Complete loss of CpG methylation in the DMEs in *Dnmt3a*-deficient B1a cells was also associated with an increase in H3K27ac marks in the B1a DMEs bearing ectopic H3K4me3 enhancer marks (Pattern 1), suggesting that CpG methylation may constrain the activity of DMEs with H3K4me3 marks (Fig. 6b, d). In contrast, in B2 cells, the levels of H3K27ac, H3K4me1 or H3K4me3 in the DMEs were largely unchanged upon DNMT3A loss.

A small number of DDMRs (patterns 10 and 11) exhibited a paradoxical gain in methylation in *Dnmt3a*-knockout B2 cells compared to wild-type. This may be analogous to the aberrant hypermethylation driven by DNMT3B in the absence of DNMT3A in hematopoietic stem cells^45^. Interestingly, these sites were devoid of enhancer marks in our data (Fig. 6a), indicating that they are not functional enhancers in B cells. This is corroborated by publicly available ChromHMM data on immune cells types (such as CH12 or mouse spleen) where these intervals are largely unmarked, making it harder to ascertain a specific function for these intervals (Supplementary Fig. 7)^46^. We also observed that developmentally hypermethylated B1 DDMRs (Patterns 4 and 9) bore the H3K4me1 mark at the proB1 stage but lost it in mature B1a cells, suggesting that these DDMRs represent enhancers that were developmentally decommissioned by DNMT3A-mediated CpG methylation. Failure to decommission this set of proB1 enhancers in *Dnmt3a*-deficient B1a cells may have contributed to the preleukemic phenotype observed in *Dnmt3a*-deficient B1a cells. The developmentally methylated B1a DDMRs also do not exhibit 5hmCpG marks, suggesting that DNMT3A may not be required for their continued methylation. Failure to methylate patterns 4 and 9 DDMRs is not accompanied by H3K4me3 acquisition. The impact of DNMT3A loss on the pattern of histone marks and cytosine modifications in the two largest categories of B1a and B2 DDMRs is depicted in Fig. 5D.

### Dnmt3a-dependent CpG methylation of DMEs controls lineage-specific gene expression in B cells

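RNA-Seq libraries from wild-type peritoneal B1a cells (n = 2) and wild-type splenic follicular B2 cells (n = 2) were analyzed gene by gene; the libraries of Dnmt3a-deficient cells were not analyzed here. The methods state that 35000 to 100000 B1a cells and 100000 follicular B2 cells were sorted for each library, from mice of 4 and 8 weeks of age, respectively, whereas the sample labels give 4 weeks for both. Cell type, tissue and, by the methods, age therefore change together between the groups and cannot be told apart. The authors aligned the reads to the mm10 genome, quantified RefSeq genes with RSEM v1.25.0 and deposited an expected count for each of 21970 gene entries, in which a read that fits several entries is divided between them. The entries were summed by gene symbol to 20599 genes and rounded to whole counts. The totals were 11578785 and 11558489 counts for the B1a replicates, and 11032732 and 18588623 counts for the B2 replicates. At these totals, 3 counts, taken as the smallest amount that can be told from none, correspond to between 0.161 and 0.272 CPM, the count scaled to a common library total. This floor covers counting error only, since reads without molecular identifiers are not independent molecules. At least 1 count was found for 11290 and 12456 genes in the B1a replicates and for 14223 and 12934 genes in the B2 replicates.

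Genes with too few counts for a test were removed with edgeR's filterByExpr, which left 12078 genes, and libraries were scaled by TMM normalization. Across these genes, which are not independent replicates, the Pearson correlation of log2 CPM was 0.796 between the B1a replicates and 0.952 between the B2 replicates, and lay between 0.742 and 0.826 for the 4 pairs of a B1a and a B2 library. The B1a replicates therefore differed from each other about as much as from B2 libraries by this measure. In B1a cells, 200 genes had at least 100 counts in one replicate and at most 3 in the other, against 4 genes in B2 cells. The test used for calls, edgeR's quasi-likelihood test, estimated one dispersion trend for both cell types, with a biological coefficient of variation of 0.507.

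**Figure D1:**
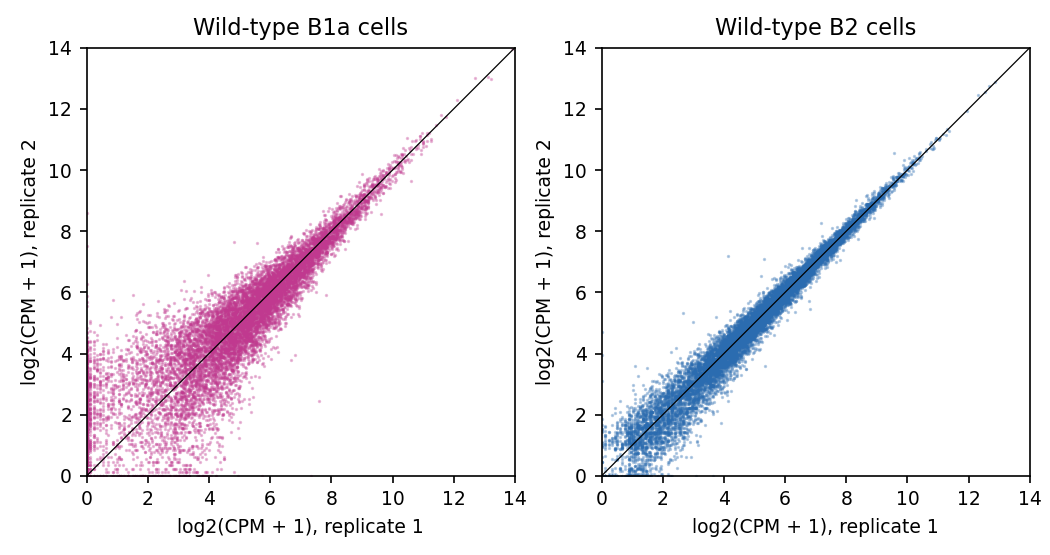
Expression of each tested gene in replicate 1 (horizontal axis) and replicate 2 (vertical axis) of wild-type B1a cells (left) and wild-type B2 cells (right), as log2(CPM + 1); each point is a gene and the line marks equal values. The points spread further from the line in B1a cells, and genes along the axes of the left panel were counted in 1 replicate only.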

The global loss of DME methylation in *Dnmt3a*-deficient B cells resulted in widespread perturbation in gene expression in both B1a (2,872 genes) and B2 (2,018 genes) B cells. The expression of 1,002 of these genes was concordantly altered in B1a and B2 cells, and the expression of 1,710 and 946 genes was altered in a lineage-specific manner in B1a and B2 cells, respectively (Fig. 7a, b). In both *Dnmt3a*-deficient B1a and B2 cells, there was little correlation between the differential expression of genes and the presence of a DME in their vicinity (Fig. 7c). We surmised that this was because DME-proximal genes that are differentially expressed in *Dnmt3a*-deficient B cells secondarily influence genes lacking a DME in their vicinity. In order to explore this notion, we repeated this analysis after stratifying the differentially expressed genes into sets, which may be enriched for master regulatory genes such as lineage-defining genes or those encoding transcription factors. 

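Expression of 693 genes differed between wild-type B1a and B2 cells at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 512 genes were higher in B1a cells and 181 were higher in B2 cells, and 526 had an absolute log2 fold change of at least 1. The number moved most with DESeq2 in place of edgeR, to 1550 genes. However, counts were also simulated with no difference between the cell types, at the median noise between replicates of each cell type for every gene. In the simulated counts, DESeq2 called between 425 and 593 genes and edgeR called 0. The squared replicate difference divided by the count had medians of 56.9 in B1a and 9.96 in B2 cells. At 3000 to 10000 counts it was higher, 99.3 and 25.9, so the simulation is too quiet for the most counted genes. A median of 1249 genes had an unadjusted p under 0.05 in edgeR's test. Limma-voom with a weight for each cell type gave 1415 genes in the libraries and called at most 1 gene in the simulated counts. On the TPM scale, limma on log2(TPM + 1) called 266 genes higher in B1a cells and 233 higher in B2 cells, so the share of calls in B1a depends on the scale. The groups did not overlap in any of the 693 called genes. They did not overlap in 54.3% of all tested genes. The share is 33.3% by chance with equal noise in all libraries. It was 39.3% in counts simulated without a difference at the median noise of each cell type. An exact permutation test of 2 libraries against 2 cannot go below p = 0.33, so the calls rest on the spread shared across genes.

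The genes with the largest log2 fold changes, among called genes with a mean of at least 10 CPM in the higher group, were at or under 3 counts in both libraries of the lower group, so their fold changes are lower bounds. In B1a cells these were C4b, Prox1, Retnla, Il10 and Cma1, each with 0 counts in both B2 libraries. Summed marker genes of mast cells (13.9 against 1.21 CPM) and macrophages (210 against 62.5 CPM) were also higher in B1a than in B2 libraries. RNA of such cells was not excluded as a source of the counts of C4b, Prox1, Retnla, Il10 or Cma1. C4b, on chromosome 17 of GRCm38 from 34728139 to 34743902, is summed over 4 entries of the same symbol and was found at 38.5 ± 26.3 CPM (SD, n = 2) in B1a cells, at least 185-fold higher than in B2 cells (adjusted p = 0.0116 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Prox1 was at least 75.9-fold, Retnla at least 72.4-fold, Il10 at least 70.4-fold and Cma1 at least 63.9-fold higher in B1a cells. These limits use the mean of the B1a replicates. The replicates differed for C4b (57.1 and 19.9 CPM), Il10 (21.4 and 7.91 CPM) and Cma1 (22.0 and 4.68 CPM). The limits of C4b, Il10 and Cma1 would therefore be lower from B1a replicate 2 alone. The Cma1 counts of 244.8 and 52.0 differed between the B1a replicates, and its adjusted p of 0.0498 from the same test lay closest to the threshold, between 2.4e-06 and 0.241 in the alternatives. In B2 cells they were Fam101b, Vpreb3, Adap1, Vcam1 and Sox4. Fam101b, on chromosome 11 from 76019194 to 76027782, was found at 50.0 ± 1.70 CPM (SD, n = 2) in B2 cells and had 0 counts in both B1a libraries, at least 186-fold lower (adjusted p = 0.00314 from the same test). Vpreb3 was at least 80.4-fold, Adap1 at least 75.8-fold, Vcam1 at least 40.5-fold and Sox4 at least 95-fold higher in B2 cells. Each of these 10 genes passed the threshold in 5 to 8 of 9 alternatives. Absence from both B1a libraries is weak evidence for any one gene. In B1a cells, 200 genes had at least 100 counts in 1 library and at most 3 in the other.

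Of 26 tested genes that the paper names, 7 were called higher in B1a cells and 3 higher in B2 cells, and 19 passed when p was adjusted over these genes alone. A pass within such a list is weaker evidence. In counts simulated without a difference, a median of 1249 of 12052.5 tested genes had an unadjusted p under 0.05 in edgeR's test. Unadjusted p-values near 0.05 are therefore too low at this noise. Zbtb32, on chromosome 7 from 30589680 to 30602819, rose from 3.10 ± 0.765 CPM in B2 cells to 271 ± 36.8 CPM in B1a cells (SD, n = 2 each), a log2 fold change of 6.47 (standard error 0.27, adjusted p = 0.00054 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bhlhe41, on chromosome 6 from 145858243 to 145865420, rose from 24.6 ± 1.80 to 397 ± 66.1 CPM, a log2 fold change of 4.01 (standard error 0.19, adjusted p = 0.000683 from the same test). The signaling regulators Rasgrp1 and Siglecg were higher in B1a cells with log2 fold changes of 1.19 (adjusted p = 0.00785) and 0.90 (adjusted p = 0.03), but Siglecg did not pass the threshold with limma on log2(TPM + 1) or log2(TPM + 0.1). Arid3a was found at 102 ± 17.8 CPM in B1a and 60.6 ± 9.49 CPM in B2 cells. Its log2 fold change of 0.75 did not pass over all genes (standard error 0.23, adjusted p = 0.146). It passed when p was adjusted over the named genes alone (adjusted p = 0.032). Fos, Nfatc1 and Mki67 were also called higher in B1a cells, but Nfatc1 did not pass with either TPM fit, and Mki67 did not pass with upper quartile factors or either TPM fit. Mef2c, Pax5 and Ebf1 were called higher in B2 cells, with log2 fold changes of -1.35, -0.90 and -0.58. All adjusted p-values here are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

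**Figure D2:**
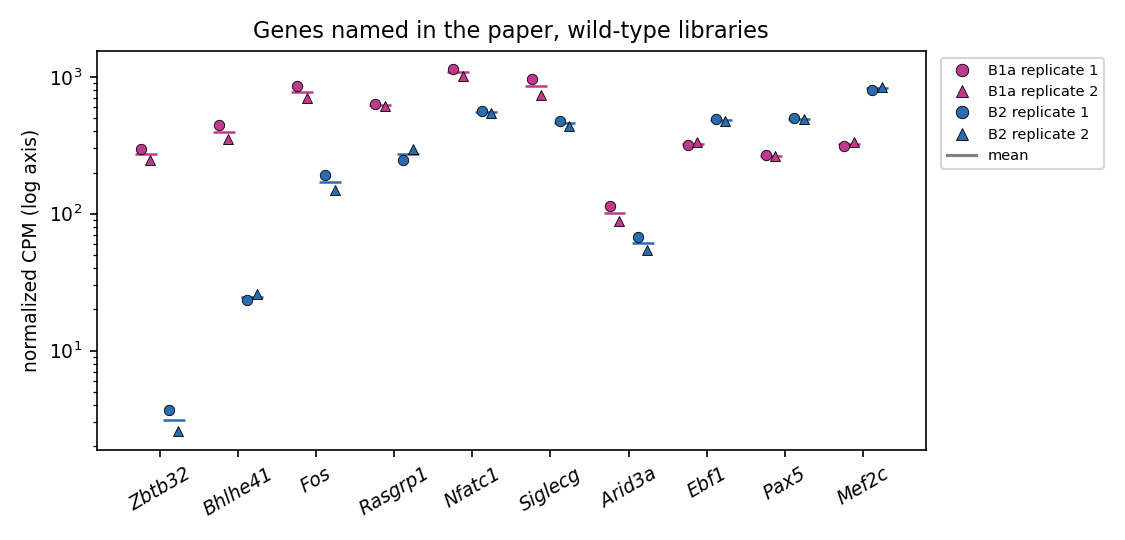
Normalized CPM (log axis) of 10 genes named in the paper in wild-type B1a cells (magenta) and B2 cells (blue); circles are replicate 1, triangles replicate 2, and lines the mean. For Arid3a the B1a values of 114 and 89.0 CPM lie above the B2 values of 67.3 and 53.9 CPM. The difference did not pass the test over all genes.

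The paper's text does not name the data set from which its lineage-specific genes were taken. The paper reasons that genes near a DNMT3A-maintained enhancer (DME) may act on genes without one, and for this reason examined sets such as lineage-defining genes separately (Fig. 7c).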

We found that B1a and B2 lineage-specific genes as well as genes that are upregulated during B1a and B2 cell development were significantly enriched in the vicinity of DMEs whose methylation was maintained by DNMT3A (Fig. 7c). Interestingly, genes in the vicinity of DMEs that preserved their CpG modifications despite the loss of DNMT3A (B1a pattern 5, and B2 patterns 10 and 11) were not associated with lineage-specific, developmental or *Dnmt3a*-dependent changes in gene expression. We had previously noticed that the gene closest to nearly one-third of the hypomethylation canyons in *Dnmt3a*^*-/-*^ B cells encoded a transcription factor (TF). This also suggested to us that although the presence of DMEs was not directly correlated with global changes in gene expression upon DNMT3A loss, enhancer demethylation at TF genes may result in widespread secondary changes in gene expression. Indeed, we found that the TF genes that were upregulated in *Dnmt3a*-deficient B cells were selectively enriched in the vicinity of DMEs in both B1a and B2 cells (Fig. 7c).

**Fig. 7:**
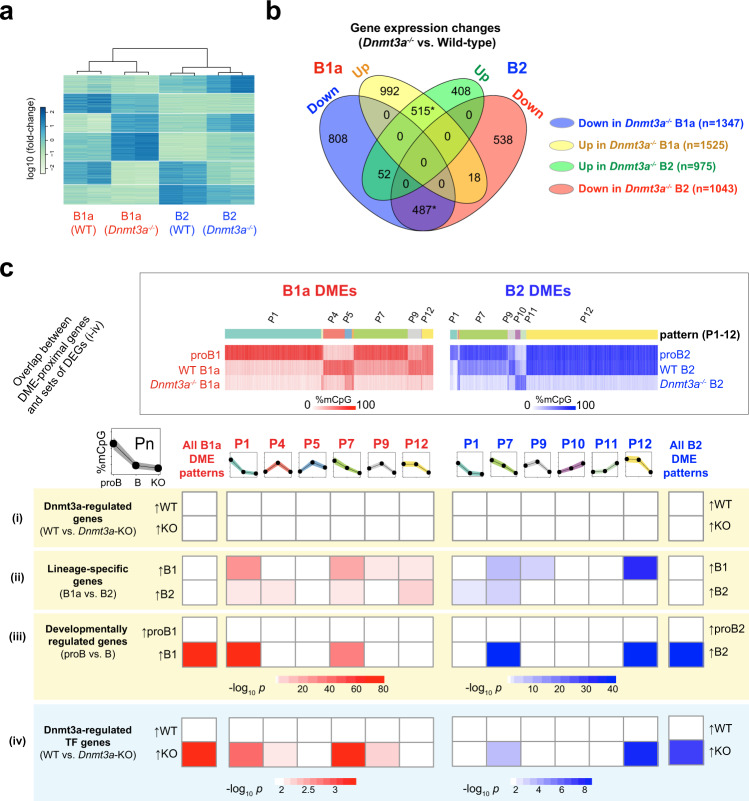
B-lineage DMEs are maintained in distinct chromatin states in B2 and B1a cells. **a** Heatmap of differentially expressed genes between wild-type and *Dnmt3a*^-/-^ B1a and B2 cells (two replicates per condition). **b** Genes differentially expressed between wild-type and *Dnmt3a*^-/-^ B1a and B2 cells are shown as a Venn diagram. Statistically significant overlaps (*p* < 2.2e-16, Fisher’s exact test) are marked with an asterisk. **c** Significance of overlap between genes in the proximity of B1a and B2 DMEs exhibiting distinct patterns of methylation and the following differentially expressed sets of genes (i) all genes whose expression is altered by the loss of *Dnmt3a* in B1a and B2 cells, or (ii) B2 and B1a lineage-specific genes, or (iii) genes whose expression is altered during development (from proB to mature B), or (iv) genes encoding transcription factors whose expression is altered by the loss of *Dnmt3a*. The significance of the overlap was assessed using two-sided Fisher’s exact test and significantly overlapping pairs of gene sets (*p* < 0.001) are colored in pink (B1) or blue (B2) based on the *p*-value. Source data are provided as a Source Data file.

During development, lineage-specific enhancers arise at sites of silent chromatin progressing through “primed”, or “poised” states to the “active” state, each state being marked by specific combinations of chromatin and cytosine modifications^44^. These transitions require site-specific recruitment of chromatin and cytosine-modifying enzymes through the action of TFs. We analyzed the enrichment of TF-binding motifs in the DMEs and interpreted the data in the context of cell-stage-specific methylation states. Indeed, DMEs with similar patterns of methylation exhibited similar TF motif enrichment, suggesting that particular sets of TFs may be responsible for specific methylation patterns (Fig. 8a). Interestingly, DDMR patterns that are associated with changes in gene expression (Fig. 7c) do not share any enriched TF motifs with DDMRs that are not associated with changes in gene expression. In any given B-cell developmental stage, the CpG methylation state of DMEs is likely determined by TF-mediated site-specific recruitment of DNMT3A or TET enzymes^47–49^. Binding motifs for TFs that have been shown to recruit to DNMT3A such as SPI1 (PU.1), FOS, JUN, and ETS1^47^, as well as motifs for TET2-interacting TFs such as EBF1, BATF, TCF3 (E2A), SPI1 and EBF1, were both strongly enriched in the DMEs^48,49^. The transcriptional activator domains of the listed TFs likely determine the enhancer function of the DMEs, and it is noteworthy that the enriched TF-binding motifs include both well-known master regulators of the B-lineage, as well as transcriptional activators in response to BCR signaling.

**Fig. 8:**
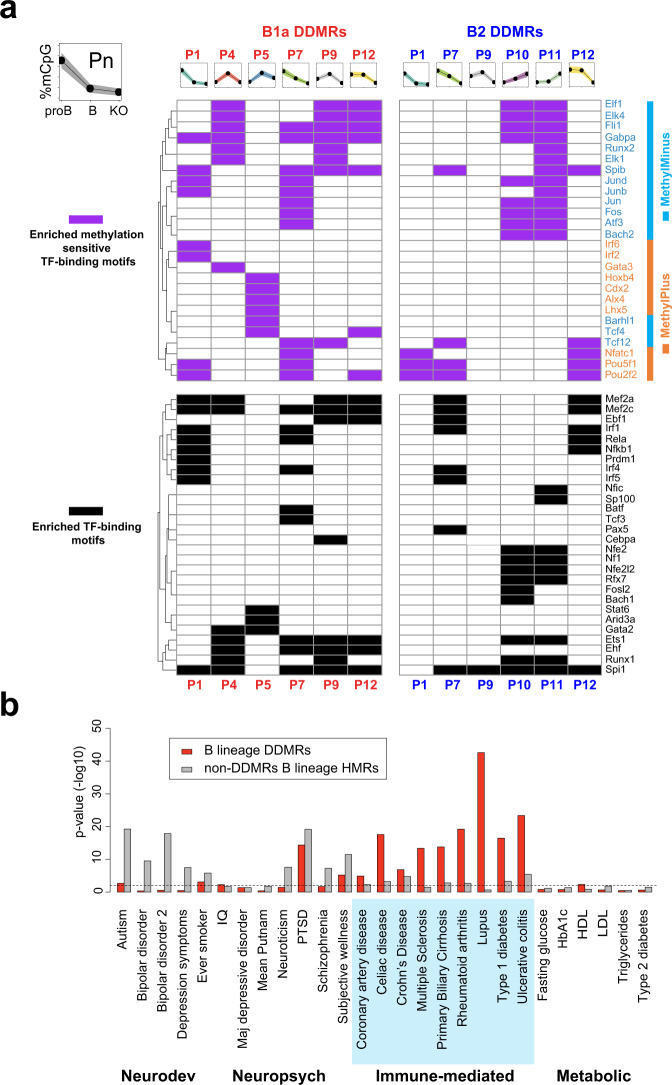
DMEs are enriched for TF-binding motifs and SNPs associated with immune-mediated diseases. **a** Significantly enriched TF-binding motifs in B1a and B2 DDMRs with varying patterns of methylation. Enriched motifs were filtered by *p* < 0.01 (binomial test run with HOMER) and a difference in motif instances between test and background sets of intervals greater than 5%; the entire set of DDMRs was used as the background. Motifs that are insensitive to CpG methylation or lack a CpG are depicted in black. Methylation-sensitive transcription factor binding motifs are marked in magenta and colored based on whether the colored by TF binding is enhanced (orange) or inhibited (cyan) by CpG methylation. **b** Enrichment of SNPs linked to human disease in GWAS in B lineage DMRs (red) and all HMRs excluding the DMRs (gray) calculated using RiVIERA. Source data are provided as a Source Data file.

Interestingly, TFs not only recruit writers and erasers of cytosine modifications, but some can also function as readers of CpG methylation as their binding can be influenced by the degree of CpG methylation at their recognition sites. The impact of cytosine methylation on TF binding has been experimentally determined in vitro for over 500 TF’s^50^. About half of the TF binding motifs enriched in DMEs had been reported to be sensitive to CpG methylation in the Yin et al. study^50^. Interestingly, the enriched TF-binding motifs for TFs with vital roles in B lineage specification, such EBF1, TCF3 (E2A), MEF2A, MEF2C, SP1 (PU.1), PAX5, and NFKB1 were either not sensitive to methylation or lacked a CpG site^51^. They were enriched in both methylated and unmethylated intervals (Fig. 8a). ARID3A, which lacks CpGs in its binding motif and can selectively drive B1a lineage development, is selectively enriched in B1a DMEs in the pattern 5 intervals that are methylated during B1a development^35^. In contrast, TFs that are activated in response to BCR signaling such as FOS, JUN, and NFATC1 are sensitive to CpG methylation in their binding sites. The binding of FOS and JUN to their targets is decreased by CpG methylation and the binding of NFATC1 is increased by CpG methylation. FOS and JUN motifs are enriched in hypomethylated intervals in both B1a and B2 cells. Indeed, the developmental demethylation of DMEs in the B1a lineage may render a large number of DMEs responsive to FOS and JUN, which are downstream of BCR signaling.

These B lineage DMEs exhibit elevated sequence conservation across 60 vertebrate species relative to their flanking regions (Supplementary Fig. 5b). SNPs within the corresponding intervals in the human genome have been linked to human disease in genome-wide association studies (GWAS) studies^52^. In particular, the DME syntenic regions were strongly enriched for SNPs associated with multiple human immune-mediated disorders (Fig. 8b)^53^, but a similar enrichment was not seen for most neurodevelopmental, neuropsychiatric or metabolic disorders. Common variants implicated by GWAS are known to be enriched for regulatory variants and it is indeed possible that the disease-associated SNPs in these DME syntenic regions directly contribute to disease susceptibility by impacting their enhancer function^54^. From a functional standpoint, the DMEs identified in this study can be considered to be a conserved set of methylation-sensitive enhancers in the B lineage, whose enhancer function is influenced and maintained by DNMT3A-mediated methylation.

## Discussion

Our study has uncovered the underlying foundational methylome that is shared among B cells and maintained, likely by DNMT1, in both B1a and B2 sub-lineages independent of DNMT3A. We also describe a dynamic methylome largely composed of enhancers that are maintained by DNMT3A in a B1a and B2 lineage-specific manner. DNMT3A is required to counteract ongoing TET activity at these enhancers. We therefore refer to these enhancers as DNMT3A-maintained enhancers or DMEs. DMEs undergo widespread programmed CpG demethylation during B1a cell development, which coincides with the induction of the expression of lineage-specific genes in the vicinity of these enhancers. These very same enhancers remain methylated by DNMT3A in B2 cells. However, DMEs are a site of ongoing TET activity in B2 cells, as evidenced by 5hmCpG marks, and are completely demethylated in the absence of DNMT3A. Our results suggest that DNMT3A can function in a maintenance role at DME sites exhibiting ongoing cycles of TET-dependent demethylation and DNMT3A-dependent maintenance re-methylation (Supplementary Fig. 8). We also show that the developmentally demethylated DMEs acquire H3K4me3 modifications in B1a cells. Recent studies analyzing the kinetics cytosine modifications in early passage ES cells following the loss of DNMT3A showed that somatic enhancers in ES cells exhibit signs of coincident DNMT3A and TET activities^55,56^. Given the unique biology and chromatin features at these enhancers, and their role in and sub-lineage determination, we propose that DMEs may represent a specialized category of enhancers and their role in other cell types remains to be explored.

Although the underlying foundational CpG methylomes that are unmasked in *Dnmt3a*-deficient B1a and B2 cells are virtually identical in the two sub-lineages, the cells do not lose their identity. Indeed, differences in other epigenetic marks including the ectopic H3K4me3 marks in DMEs are also preserved despite the loss of DNMT3A. This suggests that other epigenetic features including the H3K4me3 marks in DMEs are likely to be important in maintaining B1a or B2 sub-lineage identity. H3K4me3 marks are overwhelmingly associated with transcription, and their presence at DMEs may indicate the presence of enhancer RNAs. Different levels of H3K4me1 and H3K4me3 may determine whether unidirectional or bidirectional transcription occurs at enhancer sites^57,58^. In B cells, transcription of novel eRNAs has been observed in the context of changes in cytosine modification at CTCF anchors^59^. However, the B1 and B2 DMEs that we identified were not enriched in the CTCF motif, and only 10% overlapped with the set of 4,516 polyadenylated long non-coding RNAs identified in a recent study of eight B-cell types in mice^28^. We did not find evidence of transcripts specifically mapping to DMEs bearing H3K4me3 marks in our transcriptomic data. Given that we enriched polyadenylated RNAs for sequencing, non-polyadenylated enhancer RNAs may have been missed and further studies will be required to assess transcription initiation at DMEs. The role of eRNAs in regulating gene expression is not yet fully understood and the relationship between DME methylation, eRNAs transcription and gene expression will be explored in future studies. However, the loss of DME methylation in *Dnmt3a*-deficient cells is not without consequence and results in a perturbed transcriptional program manifesting as a preleukemic state in B1a cells.

In B1a cells, DNMT3A activity at DMEs may be opposed, at least in part, by the acquisition of H3K4me3 marks. While some studies have described the acquisition of H3K4me3 marks at enhancers in CD8^+^ T cells and in a tumor context, these previous studies did not evaluate them in the context of cytosine modifications^29,30^. The well- characterized mutually inhibitory relationship between CpG methylation and H3K4me3 in mammalian cells may underlie the biochemical basis of the switch in CpG methylation and chromatin modification states of DMEs between B1a and B2 cells. In mouse embryonic stem cells, the CFP1 subunit of the SET1 H3K4 trimethylase complex, which binds unmodified CpGs, constrains H3K4 trimethylase activity to hypomethylated promoters. In the absence of CFP1, ectopic H3K4me3 can accumulate in otherwise methylated enhancers that interact with promoters, resulting in the increased expression of their target genes^31^. Conversely, H3K4me3, unlike H3K4me0/me1, is unable to free the catalytic site of DNMT3A from its autoinhibitory ATRX-DNMT3-DNMT3L (ADD) domain, causing local inhibition of DNMT activity in its vicinity^60,61^. Therefore, we hypothesize that the established recruitment of the CFP1 subunit of the SET1 complex, the primary H3K4 trimethylase, to unmethylated DNA at promoters, also applies in part to unmethylated DMEs^31,62^. Once the H3K4me3 mark is established in the DMEs perhaps in response to a transient opportunity presented by TET-mediated demethylation, H3K4me3 marks may also subsequently prevent further CpG methylation by DNMT3A. Indeed, 5hmCpG is enriched at the boundaries of the DMEs in B1a cells (Fig. 5h). As 5hmCpG is not maintained during replication, the baseline self-renewal of B1 cells in the context of reduced DNMT3A may also contribute to the complete demethylation at the DMEs. Furthermore, mice lacking TET2/3 in the B lineage completely lack B1a and marginal zone B cells^23^. It is likely that TET enzyme mediated demethylation is necessary for the H3K4 trimethylase activity at B1a DMEs.

The importance of DMEs in the B lineage is further highlighted by the fact that they are highly enriched for binding sites of B lineage-determining TFs. The striking enrichment of SNPs linked to human immune-mediated disorders within the DME syntenic regions further highlights the importance of these DMEs in maintaining cellular function, and we speculate that DMEs are likely to be of broader biological significance. Future studies using tissue-specific deletion of DNMT3A in various tissues are likely to reveal key elements of DME-mediated gene regulation in various cell types. In studies of organismal development and cell differentiation, enhancers have been identified as poised, primed, or active, depending on their histone modifications and the functional states of genes in their vicinity^44^. We propose that a subset of enhancers are DMEs and likely also undergo a similar progression from a poised or primed to an active state. However, unlike conventional enhancers, DMEs continue to exhibit localized TET activity even in the active state, which is balanced by DNMT3A. 5hmC is known to be enriched in enhancers in ES cells and is considered to mark enhancer priming in models of ES cell differentiation^63,64^. TET2 has previously been shown to drive the generation of 5hmC at enhancers in proB cells^49^.

Maintenance of the appropriate level of each CpG modification at DMEs may require persistent localization of DNMT3A and TET2 at these sites through interactions with chromatin and transcription factors, as observed in epidermal stem cells^65^. CpG methylation of the majority of B-lineage DMEs is maintained by DNMT3A in B cells, but not in HSCs, suggesting that the dynamic methylome is specific to a particular cell type or lineage. Changes in the transcription factor activities that recruit DNMT3A and TET enzymes to the DMEs may underlie the loss of CpG methylation seen in B1a cells. Given that PU.1 binds DNMT3A^47^ and its binding motif is enriched in DMEs, it is likely to be one of the transcription factors that can recruit DNMT3A to DMEs. Interestingly, the loss of PU.1 (SPI1) in B cells has been shown to result in a switch from a B2 to a B1a cell fate, and B1a cells exhibit a lower level of PU.1^66^. The acquisition of H3K4me3 marks at DMEs in B1a cells may also be a consequence of constitutive BCR signaling, which was recently demonstrated to be sufficient to reprogram B2 cells into a B1a cell fate^25^. Indeed, the H3K4me3 bearing B1a DMEs are enriched in FOS, JUN and NFATC1 motifs, supporting the notion that BCR signaling may play a critical role in the acquisition of ectopic H3K4me3 in the DMEs. On the contrary, DNMT3A loss alone is not sufficient for H3K4me3 acquisition in the DMEs in B2 cells or in the developmentally methylated and decommissioned enhancers in B1a cells, suggesting that the acquisition of H3K4me3 requires a B1-specific factor, likely constitutive BCR signaling or a B1a cell-specific combination of lineage-determining factors such as LIN28, ARID3A, BHLHE41 or ZBTB32.

The local balance between DNMT3A and TET2 has also been suggested to maintain hypomethylation canyon boundaries in murine HSCs. The loss of DNMT3A in HSCs results in the expansion of canyons, as well as increased self-renewal^67^. B1a cell development is also accompanied by a genome-wide increase in the size of HMRs and in the number of canyons observed during B1a cell development, suggesting that the reduction in DNMT3A activity during B1a cell differentiation may not be restricted to DMEs alone but may involve a global reduction in DNMT3A activity. During development of the B1 lineage, B1a cells spontaneously acquire a CpG methylation profile that closely resembles that seen in *Dnmt3a*-deficient B1a and B2 cells. It has been proposed that HSCs modulate their self-renewal capacity by suppressing the level of DNMT3A via miR-29, and the increase in DNMT3A caused by the loss of miR-29a in HSCs is associated with a reduction in HSC self-renewal^68^. We speculate that analogous mechanisms may control the levels of DNMT3A in B1a cells, and consequently their self-renewal capacity. Indeed, the direct or indirect loss of DNMT3A in the B lineage has been shown to result in the leukemic transformation of B1a cells^20–22^. The reduced level of CpG methylation at DMEs in B1a cells may be sufficient to facilitate self-renewal; complete demethylation in the absence of DNMT3A in the knockout context may lead to uncontrolled self-renewal.

Interestingly, two recent studies describe evidence for coordinated action of DNMT3A and TET enzymes at somatic enhancers in ES cells that are highly enriched for transcription factor binding sites^55,56^. Our study suggests that a similar pattern of regulation may also operate at enhancers in fully differentiated somatic cells such as B cells. Having comprehensively analyzed the CpG methylome in an untransformed differentiated hematopoietic cell lineage, our findings may be applicable to a broader range of somatic cells. This study also illustrates how DNMT3A functions as a maintenance methyltransferase across a broad swath of B lineage-specific enhancers in a manner that is distinct from the DNA replication-coupled maintenance methyltransferase function of DNMT1. Our results also provide additional insights into how perturbation of the dynamic methylome promotes the preleukemic phase of IgHV-unmutated chronic lymphocytic leukemia, a leukemia suspected to be of B1a cell origin.

As shown here in B cells, we surmise that large subsets of enhancers, modulated by DNMT3A are likely present in many differentiated cell types and the contribution of DMEs in the dynamic methylome to the differentiation and biology of other lineages will undoubtedly be very revealing. DMEs may provide an additional mode of developmental control of enhancer function, wherein programmed CpG demethylation and acquisition of H3K4me3 marks facilitate additional modulation of enhancer activity, particularly in the context of lineage-specific gene expression. Our work also suggests how the cellular phenotypic consequences of DNMT3A-mediated epigenetic modifications can be constrained to a specific developmental lineage and how the loss of such epigenetic regulatory mechanisms may contribute to a cell type-specific malignancy.

## Methods

### Mice

Generation of knockout mice bearing the conditional *Dnmt3a* allele, in which the exon encoding the catalytic domain of DNMT3A (exon 19) is floxed (*Dnmt3a*^*tm3.1Enl*^, originally referred to as *Dnmt3a*^2*lox*^) has been described^39^. 

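Dnmt3a lies on the forward strand of chromosome 12 of GRCm38. Its transcript Dnmt3a-201 in the GENCODE annotation runs from 3807030 to 3914443, has 23 exons and encodes a protein of 908 residues. With exons numbered along this transcript, exon 19 runs from 3902666 to 3902814, is 149 bases long and is coding throughout, with the sequence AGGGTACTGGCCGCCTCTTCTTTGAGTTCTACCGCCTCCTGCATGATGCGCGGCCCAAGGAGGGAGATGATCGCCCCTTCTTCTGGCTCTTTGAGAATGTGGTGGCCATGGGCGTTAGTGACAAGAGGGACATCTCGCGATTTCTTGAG. It holds all or part of codons 721 to 770, and its length leaves a remainder of 2 when divided by 3, so removal of this exon alone shifts the reading frame. The exon makes up 1.54% of the transcript. The gene-level counts do not separate exons. In wild-type libraries, Dnmt3a was found at 189 and 128 CPM in the B1a replicates and at 129 and 117 CPM in the B2 replicates. The log2 fold change of 0.37 between B1a and B2 cells was not larger than the replicate spread (standard error 0.22, adjusted p = 0.435 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

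**Figure D3:**
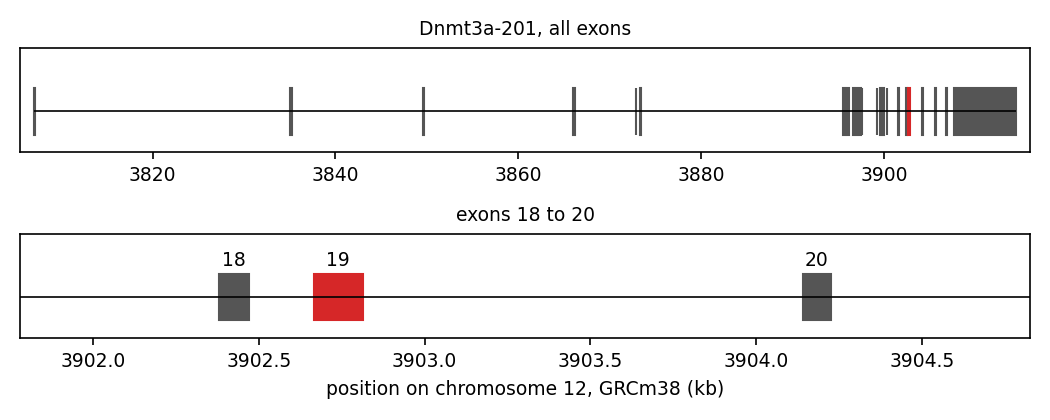
Exons of the transcript Dnmt3a-201 along chromosome 12 of GRCm38, in kb (top), and an enlarged view of exon 19 and its neighbors (bottom); boxes are exons to scale, lines are introns and red marks exon 19. Exon 19 lies between 3902666 and 3902814.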

The mice were a gift from Drs. Taiping Chen and En Li and are presently available from the RIKEN BioResource Center (BRC strain: RBRC03731). *Dnmt3a*^*2lox/2lox*^ mice were backcrossed into the C57BL/6J background (Jax strain:000664) for over ten generations. They were crossed into *Cd19-Cre* mice (Jax strain:006785) to obtain *Cd19-Cre*^*+/-*^ *Dnmt3a*^*2lox/2lox*^ mice with a conditional deletion of *Dnmt3a* in B cells^40^. These mice are referred to as *Dnmt3a*^*-/-*^ mice in the manuscript for simplicity. C57BL/6J mice were used as controls. All animals were housed at the Massachusetts General Hospital under specific pathogen-free conditions, with the ambient temperature set-point at 70 °F, relative humidity between 30-70% and a 12 h light–dark cycle. All rodent experimental procedures were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC).

### Flow cytometry and isolation of B-cell populations

Single-cell suspensions from spleens, bone marrow, and peritoneal washes were analyzed using flow cytometry. The clones, suppliers and catalog numbers of the antibodies used in this study are listed in the Reporting Summary. All antibodies were used at a dilution of 1:100, except for anti-mouse CD19, B220 and CD3, which were used at a dilution of 1:200. Cells were sorted based on the gating strategy employed by the ImmGen consortium (Supplementary Fig. 9). Peritoneal B1a B cells were identified by the following surface phenotype: CD19^+^ B220^lo^ IgM^++^ CD23^-^ CD43^+^ CD5^+^. Splenic B2 (follicular) B cells were identified by the following surface phenotype: CD19^+^ B220^+^ IgM^+^ IgD^+^ AA4.1^-^ CD23^+^ CD43^-^ CD5^-^. For purification of proB1 cells (Fraction BC from E16 fetal liver), fetal liver cells from a total of 14 male and female E16 mouse fetuses were pooled and stained with a cocktail of PE-Cy7-conjugated antibodies against Ly6c, Ter119, CD11b and CD3. Lineage-negative cells were enriched using anti-Cy7 magnetic beads (Miltenyi Biotech). The enriched lineage-negative cell fraction was then stained with a cocktail of antibodies following the gating strategy used by the ImmGen Consortium (Supplementary Fig. 9). Similarly, proB2 cells (Fr-BC) were FACS sorted from the bone marrow of 4-week-old mice using the gating strategy used by the ImmGen Consortium (Ly6c^-^ Ter119^-^ Cd11b^-^ CD3^-^ CD19^+^ IgM^lo^ CD93^+^ B220^lo^ CD43^+^ CD24^lo^).

Single-cell suspensions were made from spleens, bone marrow, peritoneal washes or fetal liver. RBCs were lysed with 2 mL ACK lysis buffer (Lonza). Prior to surface staining, 1 ×10^6^ cells were labeled with the LIVE/DEAD Fixable Blue Dead Cell Stain kit (Thermo Scientific) at 1:1000 dilution in 1 mL of HBSS for 30 min at room temperature. Fc-receptors were blocked with 2.5 μg of clone 2.4G2 (Biolegend) for 20 min on ice. Surface staining was performed using appropriate dilutions of antibodies in 100 μL of cell staining buffer (Biolegend, CA) for 30 min in the dark at 4 °C or on ice. Flow cytometry and FACS sorting was performed on a 4-laser BD LSR-II, a 5-laser BD Fortessa, or a BD FACS Aria (BD Biosciences), as appropriate. For RNA-Seq studies, 100,000 live cells from each subset were directly sorted into RLT plus buffer (Qiagen) containing 1% 2-mercaptoethanol (Sigma) and stored at −80 °C until the RNA extraction. For ATAC-Seq, WGBS, and TAB-Seq, 200,000 live cells from each subset were sorted into media containing 1% BSA, spun at 500 × *g* at 4 °C for 10 min. Cells were then processed immediately for ATAC-Seq library preparation or resuspended in DNA/RNA shield (Zymo Research) and stored at −80 °C prior to DNA extraction using the QiaAmp DNA Mini kit for WGBS or TAB-Seq.

### RNA-Seq library preparation

CD19^+^ CD23^-^ IgM^+^ CD5^+^ B1a cells (35,000-100,000 cells) were FACS sorted from the peritoneal washes of two *Dnmt3a*^*-/-*^ mice and two littermate controls at 4 weeks of age; CD19^+^ IgD^hi^ IgM^lo^ CD21^+^ follicular B cells (100,000 cells per sample) were sorted from spleens of two *Dnmt3a*^*-/-*^ mice and two littermate controls at 8 weeks of age. 

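The transcripts of several surface markers of B cells were counted in the wild-type libraries of both sorted populations. Of the genes for these markers, 7 were tested, and Ighm and Ighd were not counted because the deposited gene entries include 0 immunoglobulin chain genes. Fcer2a, which encodes CD23, was found at 62.4 ± 1.95 CPM in B1a cells and 915 ± 26.6 CPM in B2 cells (SD, n = 2 each), a log2 fold change of -3.87 (standard error 0.12, adjusted p = 0.0003 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cr2, which encodes CD21, was found at 95.2 ± 4.54 CPM in B1a and 1007 ± 54.4 CPM in B2 cells, a log2 fold change of -3.40 (standard error 0.12, adjusted p = 0.000453 from the same test). Cd5 was found at 19.1 ± 4.62 CPM in B1a and 3.86 ± 2.28 CPM in B2 cells. Its log2 fold change of 2.32 did not pass the threshold over all genes (standard error 0.72, adjusted p = 0.145 from the same test); in the alternatives its adjusted p lay between 0.0091 and 0.156. When p was adjusted over the 7 marker genes alone, all 7 passed. Such a pass is weaker evidence, since a median of 1249 genes had an unadjusted p under 0.05 in counts simulated without a difference. Itgam, which encodes CD11b, and Spn, which encodes CD43, were higher in B1a cells with log2 fold changes of 5.10 and 2.42, both past the threshold. Cd93, which encodes the antigen of the antibody AA4.1, was found at 15.3 ± 7.20 CPM in B1a and 53.9 ± 1.40 CPM in B2 cells, a log2 fold change of -1.82 that did not pass over all genes (standard error 0.41, adjusted p = 0.0654 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and passed in 6 of 10 alternatives, with a range of 0.000369 to 0.127. Ptprc had a log2 fold change of -0.40 and did not pass (adjusted p = 0.162 from the same test), and passed in 3 of 10 alternatives, with a range of 0.00328 to 0.158.

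**Figure D4:**
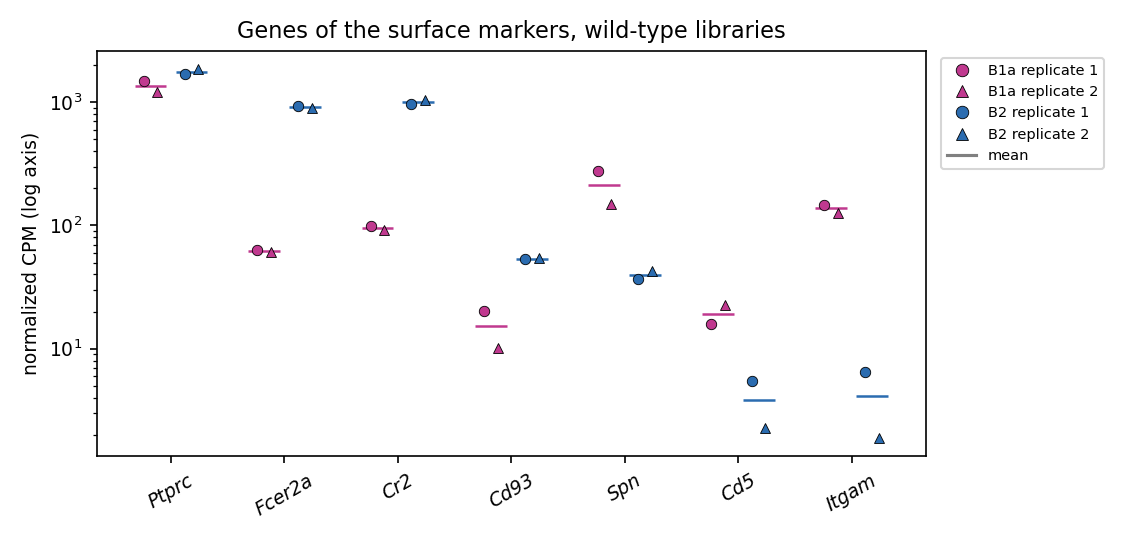
Normalized CPM (log axis) of genes that encode B-cell surface markers in wild-type B1a cells (magenta) and B2 cells (blue); circles are replicate 1, triangles replicate 2, and lines the mean. Fcer2a and Cr2 lie higher in both B2 libraries, and Cd5, Spn and Itgam lie higher in both B1a libraries.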

RNA was isolated from the sorted cells using an RNeasy-plus Micro kit (Qiagen). RNA-Seq libraries were prepared using the KAPA Stranded RNA-Seq Library Preparation kit (KAPA Biosystems). Libraries were assessed for quality using High Sensitivity DNA chips on the Agilent Bioanalyzer, quantified using Qubit fluorometer (Thermo Fisher Scientific), as well as KAPA Library Quantification kit (KAPA Biosystems), and sequenced on the Illumina NextSeq 550 platform.

### WGBS library preparation

DNA was isolated from peritoneal cavity B1a cells, splenic follicular B cells (*Dnmt3a*^*-/-*^ vs. WT), fetal liver proB1 cells, and bone marrow proB2 cells. WGBS libraries were prepared using 100 ng of DNA using the Pico Methyl-Seq™ Library Prep Kit (Zymo Research) according to the manufacturer’s protocol. The quality of the libraries was assessed using High Sensitivity D5000 Screen Tapes (Agilent 4200 Tapestation) and quantified with KAPA Library Quantification kit. Libraries were sequenced on an Illumina NextSeq 550. Fewer CpGs were modified in proB1 and B1a cells (74.1% and 73.1%, respectively) than in the proB2 and B2 cells (75.9% and 76%, respectively) (Supplementary Table 2). Since CHH and CHG methylation (where H represents A, T, or C) represented <2% of all cytosine methylation in proB and B cells (Supplementary Table 2), we focused our analyses on CpG modifications.

### TAB-Seq library preparation

TAB-Seq libraries were constructed using the TAB-Seq library preparation kit from Wisegene (catalog #K001)^69^. Briefly, 5-hydroxymethyl cytosines in 500 ng genomic DNA with 0.1% spike-in control DNA (synthesized with 5-hydroxymethyl cytosines or 5-methyl cytosines exclusively) were protected using T4 β-glucosyltransferase, and 5-methyl cytosines were oxidized using recombinant TET1. Following TET1 oxidation, the DNA was subjected to bisulfite conversion and PCR-based sequencing adapter tagging as described for WGBS above (Pico Methyl-Seq Library Prep Kit, Zymo Research). The library was quantified and sequenced on an Illumina Nextseq 550. Genome-wide, 2.6% of CpGs were hydroxymethylated in B1a cells and 3.8% of CpGs were hydroxymethylated in B2 cells (Supplementary Table 2).

### ATAC-Seq library preparation

ATAC-Seq libraries were prepared as originally described^43^. Fifty thousand freshly sorted cells were pelleted and washed with 50 μL chilled 1× PBS, and with 50 μL lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% IGEPAL CA-630). Three replicates were analyzed per condition. The nuclei were pelleted in a cold micro-centrifuge at 550 × *g* for 10 min and resuspended in a 50 μL transposition reaction with 2.5 μL Tn5 transposase (FC-121-1030; Illumina) to tagment open chromatin. The reaction was incubated at 37 °C in a Thermomixer (Eppendorf) at 300 rpm for 30 min. Tagmented DNA was purified using a QIAGEN MinElute kit and amplified with 7 or 11 cycles of PCR, based on the results of a test qPCR. ATAC-Seq libraries were then purified using a QIAGEN PCR cleanup kit and quantified using KAPA library quantification kit (KAPA Biosystems, Roche) and sequenced on the Nextseq 550 platform.

### CUT&RUN library preparation

CUT&RUN libraries were prepared using rabbit monoclonal antibodies against H3K4me1, H3K4me3 and H3K27Ac (Cell Signaling Technology catalog numbers 5326, 9751, and 8173, respectively) as previously described^42^. The protein-A Mnase fusion protein from a gift from Steven Henikoff.

### Preparation and analysis of Ig Heavy Chain-Repertoire libraries

RNA from B1a cells was reverse transcribed and amplified using a Qiagen OneStep RT-PCR kit (Qiagen Inc., Valencia, CA, USA) and iRepertoire® mouse BCR heavy chain (MBHI) primers (iRepertoire Inc., Huntsville, AL, USA), following the iRepertoire user manual for the Illumina sequencing platform. Following manufacturer’s instructions in the iRepertoire manual, Illumina adapters were added using a Qiagen Multiplex PCR kit, and a 350–500 bp bands corresponding to the Ig heavy chain amplicons were gel purified using a Qiagen Gel Extraction kit. The libraries were quantified using Qubit dsDNA quant (Life Technologies) and sequenced on the Illumina MiSeq platform (paired end, 250 bp). For samples from aged mice bearing clonal leukemias, the libraries were Sanger sequenced using the Illumina universal primers as the sequencing primer. Repertoire data was analyzed using the *iRweb* online analysis platform provided by iRepertoire Inc.

### Analysis of WGBS and TAB-Seq data

The first 5 and last 2 bases were trimmed using *cutadapt v1.11* and the trimmed reads were aligned to the *mm10* mouse reference genome using *Bismark v0.14.3*^70^ with the parameters: *--bowtie2 --non_directional --un --ambiguous --phred33-quals*. PCR duplicates were removed using *Picard* (v2.5.0). Approximately 5× coverage was obtained after removal of duplicates (Supplementary Table 2). The *Bismark* package was used to extract the coverage and methylation status of individual cytosines. We then used the *MethPipe v3.4.3*^26^ to identify differentially methylated regions. We implemented *MethPipe* in the following steps. First, we used the program *to-mr* to convert the output BAM file from *Bismark* to *mr* format. Second, we removed duplicate reads using *duplicate-remover* to get rid of the reads resulting from PCR over-amplification before calculating the methylation level. Third, the bisulfite conversion rate, defined as the rate at which unmethylated cytosines in the sample appear as thymidines in the sequenced reads, was measured by the program *bsrate* from *MethPipe* based on the non-CpG cytosines, which are believed to be almost completely unmethylated in most mammalian cells. In all, 98–99% bisulfite conversion efficiency was observed. Finally, the *methcounts* program was used to estimate the methylation level for individual cytosines, calculated as a probability based on the ratio of methylated to total mapped reads at the respective cytosines. Symmetric CpGs were merged using *symmetric-cpgs*. The *bedgraph* output from *Bismark* was converted into the *bigwig* format for visualization on *IGV* and for plotting heatmaps using the *SeqPlots* package^71,72^. WGBS data for HSC (GSE49714) and CD8^+^ T cells (GSE107150) were additionally downloaded and reprocessed using the same methods and parameters as used in this study^27,73^. A similar approach was used for the analysis of TAB-Seq data. Analysis of TAB-Seq spike-in controls showed an efficiency of ~90% for TET oxidation and ~98% for bisulfite conversion.

### Detection of HMRs (hypomethylated regions) and canyons

HMRs were called using the program *hmr* in the *MethPipe* package, which utilizes a hidden Markov model (HMM)-based approach. A length cutoff of 3.5 kb or longer was used to identify canyons, as previously described^27^. Similarity in the HMRs among different cell types was assessed based on the Jaccard statistic using the *BEDtools* suite^74,75^. The Jaccard statistic between the two sets of genomic intervals ranges from 0 to 1 (no overlap to complete overlap, respectively).

### Identification and annotation of DMRs

To compare two methylomes, we identified differentially methylated regions (DMRs) using the programs *methdiff* and *dmr* in the *MethPipe* package. The first step was to calculate the differential methylation score for each CpG site using *methdiff*. Then, the *methdiff* and *hmr* output files were used to compute DMRs using the program *dmr*. Finally, we obtained a filtered set of DMRs spanning at least 10 CpGs and having at least 5 significantly differentially methylated CpG as recommended by the *MethPipe* user manual. In addition, the *roimethstat* program was used to estimate the average methylation level in each DMR across all samples of interest.

To annotate the genomic features of DMRs (promoter, intergenic, intron, exon, 3′ UTR, 5′ UTR, TTS) and identify DMR-proximal genes, we used the *annotatePeaks.pl* script from *HOMER* (v4.9)^76^. We also used the *HOMER* scripts *findGO.pl* to perform functional enrichment tests. The *findMotifsGenome.pl* script was used to identify enriched vertebrate transcription factor binding motifs from JASPAR and *HOMER* databases in the DMR sets of interest (filtered using a *p*-value cutoff <0.01 and a difference between test sets and background intervals >5%; the full set of DMRs was used as the background).

The DMRs were grouped into patterns based on the methylation dynamics across proB, mature B and *Dnmt3a*^*-/-*^ B cells. We created a list of 12 pattern vectors of interest representing CpG methylation ratios (range [0,1]) across the three conditions (low, intermediate and high) (Supplementary Fig. 5a). In each pattern vector, “low,” “intermediate,” and “high” values were set at CpG methylation ratios of 0.2, 0.5, and 0.8, respectively. Each vector represents the CpG methylation ratios across proB, wild-type B, and *Dnmt3a*^*-/-*^ B conditions for a particular B-cell subset. We assigned each B1a and B2 DMR to the pattern vector that yielded the maximum Pearson correlation coefficient (PCC). No DMR was assigned to more than one pattern.

### ChIP-Seq and ATAC-Seq analysis

We obtained H3K4me1, H3K4me3 ChIP-Seq data in B1a and B2 cells (GSE72017) and H3K4me1 ChIP-Seq data in mouse HSCs (GSE63276) from the NCBI GEO database^28,77^. The ATAC-Seq libraries were generated and sequenced in our laboratory as described above^43^. ChIP-Seq and ATAC-Seq reads were aligned to the *mm10* mouse reference genome. We removed duplicated and mitochondrial reads, and generated *bigwig* files for plotting heatmaps using the *SeqPlots* package^72^. ATAC-Seq or ChIP-Seq peaks were called using *MACS2* with a fold change >5 as a cutoff^78^.

### Transcriptomic analysis

We aligned the RNA-Seq reads to the mm10 reference genome and performed transcript quantification using *RSEM v1.25.0*. Refseq gene annotations were used. We used *EBSeq*^79^ to identify differentially expressed genes (DEGs) between two biological conditions; we used a cutoff of 0.95 for the posterior probability of differential expression reported by *EBSeq* to determine differentially expressed genes with a false discovery rate controlled at 5%. We used the *HOMER findGO.pl* script^76^ to perform functional enrichment tests. Fisher’s exact test was used to evaluate the significance of overlap between two gene sets, using all expressed genes as the background.

We also downloaded microarray data for developing and mature B1a and B2 cells (proB cells from bone marrow or fetal liver, follicular B cells from spleen, FrE from fetal liver or bone marrow, and B1a cells from peritoneal cavity) from the ImmGen consortium (GSE15907) and identified differentially expressed genes (*p* < 0.01) using the *RankProd* R package^34,80,81^.

### SNPs enrichment test in DMRs

We used the probabilistic framework implemented by *RiVIERA* to infer the association of DMRs and SNPs of 27 human traits from four major disease categories (NeuroDegen, NeuroPsych, Immune, and Metabolic)^52^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

All sequencing datasets generated in the current study have been deposited in the NCBI GEO repository (GSE150497).  Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: B1a and B2 cells are characterized by distinct CpG modification states at DNMT3A-maintained enhancers
**Source:** Nat Commun. 2021 Apr 13;12:2208. doi: 10.1038/s41467-021-22458-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **B1a and B2 cells are characterized by distinct CpG modification states at DNMT3A-maintained enhancers**

Vinay S. Mahajan<sup>\*1,2</sup>, Hamid Mattoo<sup>\* 1,3</sup>, Na Sun<sup>\* 1,4</sup>, Vinayak Viswanadham<sup>\* 1,5</sup>, Grace  
J. Yuen<sup>1</sup>, Hugues Allard-Chamard <sup>1</sup>, Maimuna Ahmad <sup>1</sup>, Samuel JH Murphy <sup>1</sup>, Annaiah  
Cariappa <sup>1</sup>, Yesim Tuncay <sup>1</sup> and Shiv Pillai <sup>1</sup>

<sup>3</sup> Immunology and Inflammation Therapeutic Area, Sanofi, Cambridge, MA, USA

USA

<sup>\*</sup>These authors contributed equally

**Supplementary Figure 1:** Overlap between genes upregulated during differentiation (from proB2 to B2) and genes in the proximity of hypomethylated DMRs in B2 cells ( $p = 2.52e-7$ , two-sided Fisher's exact test).

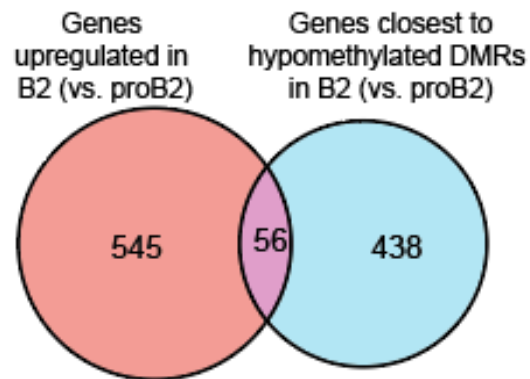

**Supplementary Figure 2:** Association between the number of DMRs and changes in gene expression during B1 development

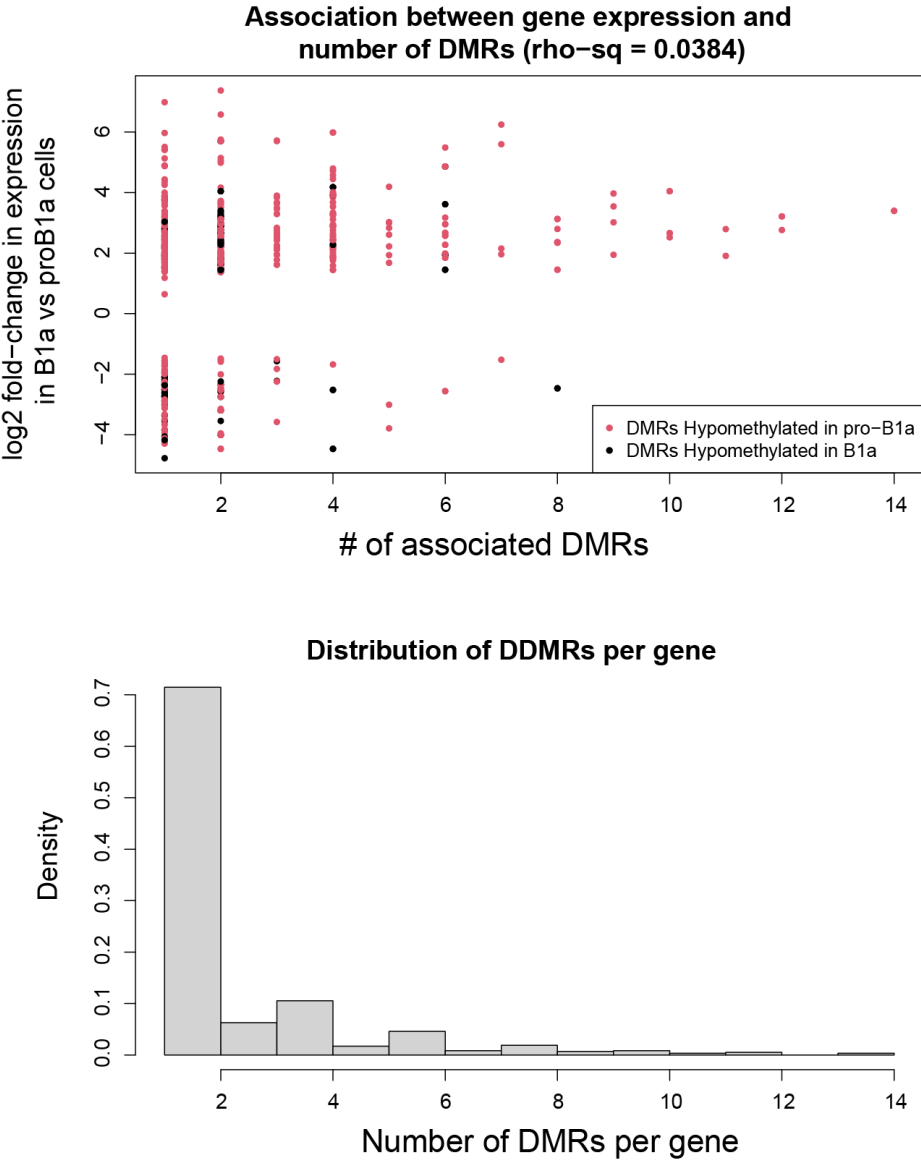

**Supplementary Figure 3: B1a and B2 cell progenitors and marginal zone B cells in *Dnmt3a*<sup>-/-</sup> mice**

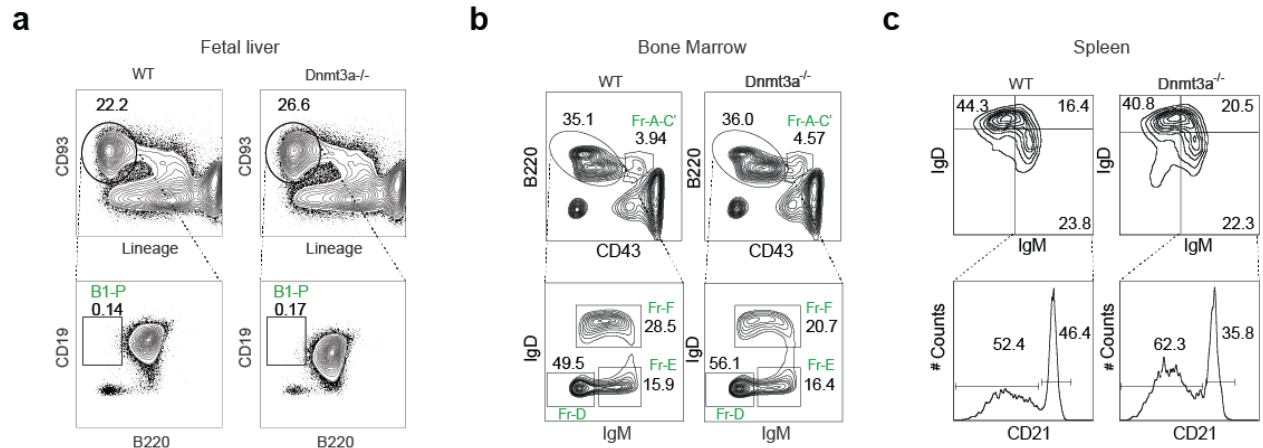

- (a)** Frequency of fetal liver B1 progenitors (B1-P) in wild-type and *Dnmt3a*<sup>-/-</sup> E16 mouse fetuses (gated as lineage-negative CD93<sup>+</sup> CD19<sup>+</sup> B220<sup>+</sup>).
- (b)** Frequency of developing (Fractions A-E) B2 cells and recirculating (Fr-F) mature B2 subsets in the bone marrow of 4 week old wild-type and *Dnmt3a*<sup>-/-</sup> mice.
- (c)** Frequency of follicular (CD19<sup>+</sup> IgD<sup>+</sup> IgM<sup>-</sup>) and marginal zone B cells (CD19<sup>+</sup> IgD<sup>-</sup> IgM<sup>+</sup> CD21<sup>+</sup>) in the spleens of 4 week old wild-type and *Dnmt3a*<sup>-/-</sup> mice.

**Supplementary Figure 4: IgH and IgL repertoire in wild-type and *Dnmt3a*<sup>-/-</sup> B1a and B2 cells.**

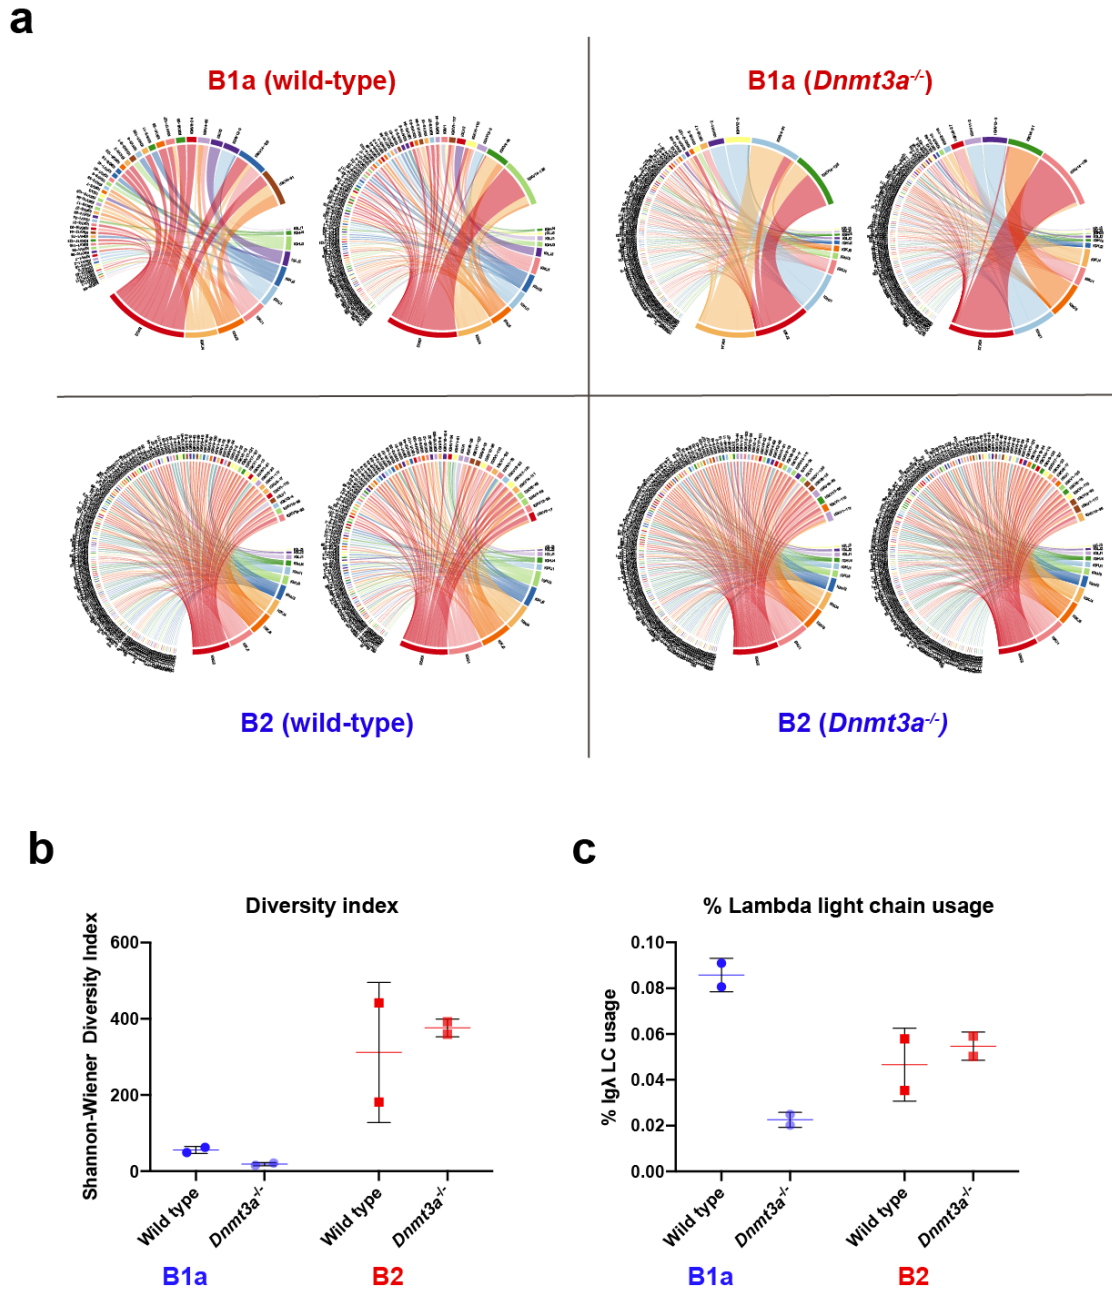

**(a)** The IgH and IgL repertoire of B1a and B2 cells from 4-week-old mice plotted as circo plots based on unique VJ pairing. IgH and IgL transcripts were extracted from RNAseq reads ( $n =$  two animals each). The corresponding estimates of **(b)** the CDR3 clonal diversity in terms of the Shannon-Wiener index and **(c)** the lambda light chain usage are depicted in barcharts ( $n = 2$ , mean + SD).

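Lambda light chain usage is the share of light chain transcripts that come from the lambda rather than the kappa locus. The Shannon-Wiener index of CDR3 sequences rises with the number of clones and with the evenness of their sizes, so a few expanded clones lower it. Both measures come from reads assigned to immunoglobulin segments. Immunoglobulin segments are not among the gene entries that the authors deposited for RSEM, and neither measure was analyzed here.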

**Supplementary Figure 5:**

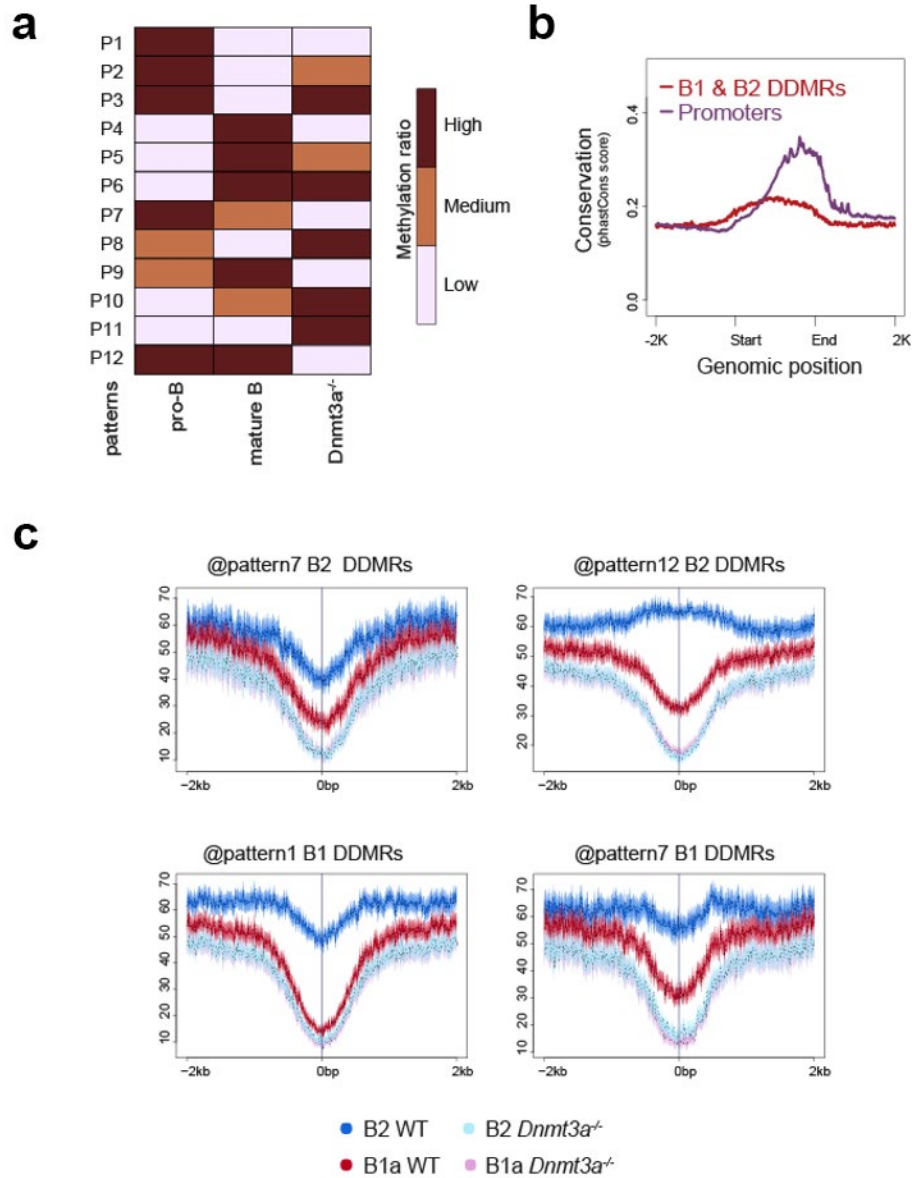

**(a)** Schematic of 12 possible patterns of average CpG methylation level in DDMRs across 3 cell types (proB, wild-type mature B, and *Dnmt3a*<sup>-/-</sup> mature B cells). Each B1 and B2 DDMR was subsequently assigned to its best matched pattern.

**(b)** CpG modification profiles measured by WGBS plotted +/- 2kb from the center of the B2 DDMRs (patterns 7 and 12) and B1 DDMRs (pattern 1 and 7) in B1 and B2 cells.

**(c)** DNA sequence conservation across 60 vertebrate species in B lineage DDMRs. All promoter intervals are shown for comparison. The phastCons scores for multiple alignments of 59 vertebrate genomes to the mouse genome from the UCSC phastCons60way track were used.

**Supplementary Figure 6:** Distribution of distances between B1 or B2 DDMRs and the nearest TSS. The six most abundant DDMR patterns are depicted.

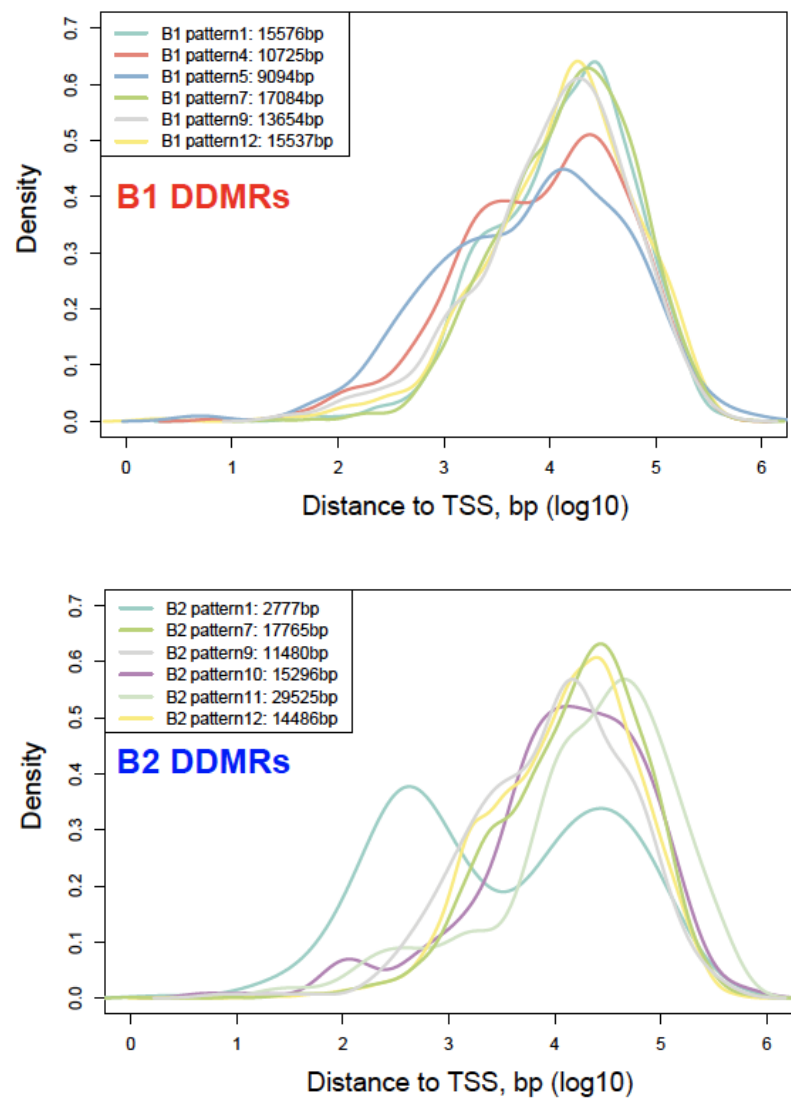

## Supplementary Figure 7: ChromHMM profiles in B1 and B2 DDMRs

Enrichment of publicly available ChromHMM profiles calculated based on mouse ENCODE data in CH12 cells and mouse spleen. CH12 cells are a mouse-derived CLL-like B-cell lymphoma with a B1a surface marker expression profile ( $\text{IgM}^+\text{CD5}^+\text{CD23}^-$ ).

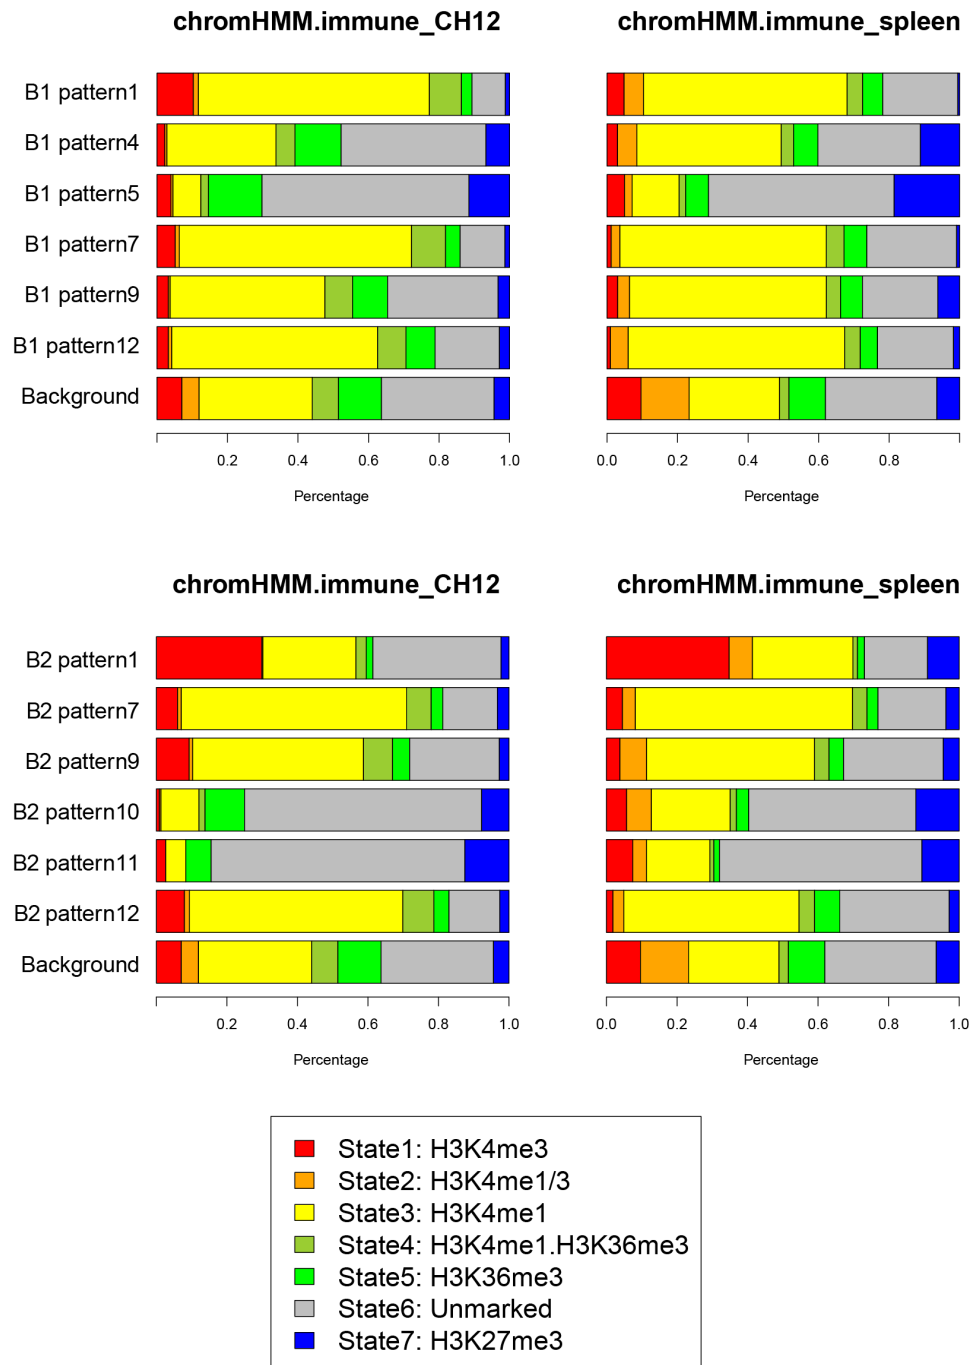

A schematic illustration of the presumed dynamic interplay between TET2 and DNMT3A at DMEs in B1a and B2 cells and how it differs between the two B cell lineages.  
(this schematic was created by the authors using BioRender.com)

**Supplementary Figure 9:** Flow cytometry gating strategy used for identifying B1a, B2, proB1 and proB2 cells.

### B1a cells

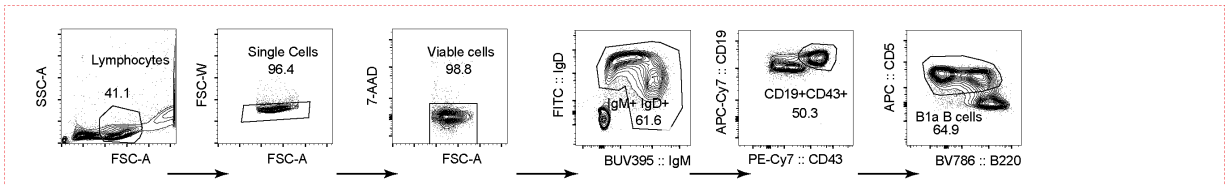

### B2 cells (Follicular B cells)

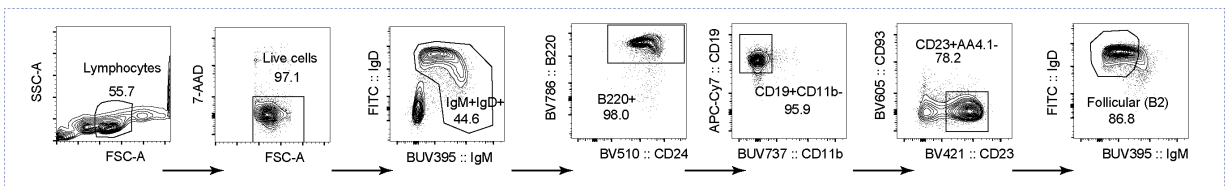

### proB1 cells

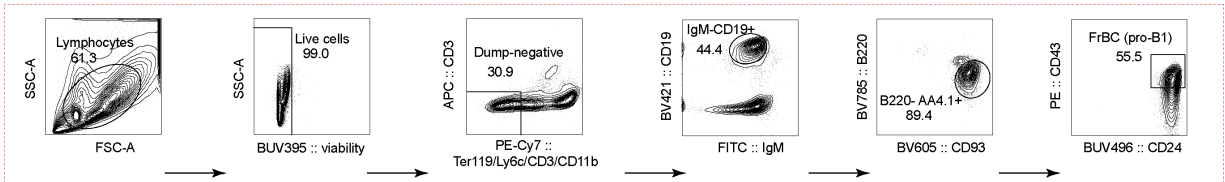

### proB2 cells

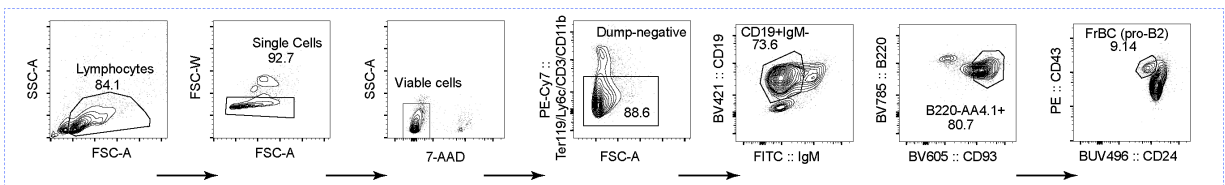

**Supplementary Table 1:** GO terms (KEGG pathways) enriched in the vicinity of enhancers that are differentially methylated during B1a cell development.

| GO term enrichment (KEGG pathways)                                             |                      |                    |                                   |
|--------------------------------------------------------------------------------|----------------------|--------------------|-----------------------------------|
|                                                                                |                      |                    |                                   |
| <b>Genes in the vicinity of enhancers hypomethylated in B1a cells (n=2048)</b> |                      |                    |                                   |
| <i>Enrichment FDR</i>                                                          | <i>Genes in list</i> | <i>Total genes</i> | <i>Functional Category</i>        |
| 2.60E-16                                                                       | 35                   | 70                 | B cell receptor signaling pathway |
| 4.00E-16                                                                       | 113                  | 532                | Pathways in cancer                |
| 6.20E-14                                                                       | 39                   | 101                | T cell receptor signaling pathway |
| 1.80E-12                                                                       | 37                   | 101                | Th17 cell differentiation         |
| 3.80E-12                                                                       | 48                   | 163                | Hepatitis B                       |
|                                                                                |                      |                    |                                   |
| <b>Genes in the vicinity of enhancers hypermethylated in B1a cells (n=830)</b> |                      |                    |                                   |
| <i>Enrichment FDR</i>                                                          | <i>Genes in list</i> | <i>Total genes</i> | <i>Functional Category</i>        |
| 6.20E-07                                                                       | 49                   | 532                | Pathways in cancer                |
| 7.10E-05                                                                       | 16                   | 100                | Melanogenesis                     |
| 7.90E-05                                                                       | 20                   | 159                | Wnt signaling pathway             |
| 7.90E-05                                                                       | 20                   | 159                | Cushing syndrome                  |
| 1.40E-04                                                                       | 19                   | 153                | Hippo signaling pathway           |

**Supplementary Table 2:** Summary of WGBS and TAB-Seq data.

|         | Sample        | Aligned dedup Reads | C to T conversion rate | Estimated coverage (symmetric CpG) | Estimated coverage (all) | Percentage of modified C in three contexts |       |       |
|---------|---------------|---------------------|------------------------|------------------------------------|--------------------------|--------------------------------------------|-------|-------|
|         |               |                     |                        |                                    |                          | CpG                                        | CHG   | CHH   |
| WGBS    | proB1         | 144,594,101         | 0.9924                 | 5.39                               | 3.18                     | 74.30%                                     | 0.60% | 0.80% |
|         | B1a wild type | 204,542,891         | 0.9858                 | 6.69                               | 3.57                     | 73.10%                                     | 1.20% | 1.50% |
|         | B1a Dnmt3a-/- | 197,693,927         | 0.9893                 | 7.23                               | 3.79                     | 69.10%                                     | 0.70% | 1.10% |
|         | proB2         | 215,500,341         | 0.9922                 | 7.59                               | 4.2                      | 76.00%                                     | 0.60% | 0.80% |
|         | B2 wild type  | 197,191,769         | 0.9885                 | 7.22                               | 3.94                     | 76.00%                                     | 1.00% | 1.20% |
|         | B2 Dnmt3a-/-  | 151,323,952         | 0.9917                 | 5.34                               | 3.04                     | 71.10%                                     | 0.70% | 0.90% |
| TAB-Seq | B1a wild type | 186,911,414         | 0.9871                 | 7.08                               | 2.73                     | 2.60%                                      | 1.10% | 1.30% |
|         | B2 wild type  | 169,148,197         | 0.9860                 | 6.22                               | 2.54                     | 3.80%                                      | 1.20% | 1.40% |

# Supplementary material for: B1a and B2 cells are characterized by distinct CpG modification states at DNMT3A-maintained enhancers
**Source:** Nat Commun. 2021 Apr 13;12:2208. doi: 10.1038/s41467-021-22458-9
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | FACS Diva v9                                                                                                                                               |
| Data analysis   | FlowJo v10<br>bowtie/1.2.1.1<br>bcl2fastq/2.18.0.12<br>cutadapt/1.11<br>bedtools/2.27.1<br>rsem/1.25.0<br>homer/4.10.3<br>methpipe/3.4.3<br>bismark/0.18.1 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data is publicly available at: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE150497>

GEO accession: GSE150497

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                        |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We aimed for 3 replicates where possible given sequencing bandwidth limitations. No sample size estimate was used as this was an exploratory analysis. |
| Data exclusions | No data were excluded from the manuscript.                                                                                                             |
| Replication     | The number of replicates are indicated in the figures and supplementary tables.                                                                        |
| Randomization   | No randomization was performed. Age and sex-matched mice were used in the comparison groups (wild-type vs Dnmt3a-knockout).                            |
| Blinding        | Not relevant to the study. The genotypes of the animals were determined by the investigators prior to the analysis.                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

Antibodies used

#Fluorochrome Antigen (Clone) Supplier Catalog\_number  
 APC/Cy7 anti-mouse CD19 (Clone 6D5), Biolegend #115530  
 PerCP/Cy5.5 anti-mouse CD45R (Clone HI100), Biolegend #304122  
 APC anti-mouse IgM (Clone RMM-1), Biolegend #406516  
 FITC anti-mouse IgD (Clone 11-26c.2a), Biolegend #405703  
 PE/Cy7 anti-mouse CD93 (Clone AA4.1), Biolegend #136505  
 PE anti-mouse CD21 (Clone 7E9), Biolegend #123410  
 Pacific Blue anti-mouse CD23 (Clone B3B4), Biolegend #101615  
 FITC anti-mouse CD3 (Clone 17A2), Biolegend #100204  
 PE anti-mouse IgM (Clone RMM-1), Biolegend #406507  
 Pacific Blue anti-mouse CD11b (Clone M1/70), Biolegend #101223

APC anti-mouse CD5 (Clone 53-7.3), Biolegend #100626  
 PE/Cy7 anti-mouse CD23 (Clone B3B4), Biolegend #101613  
 PE anti-mouse CD43 (Clone S11), Biolegend #143205  
 Alexa Fluor488 anti-mouse CD24 (Clone M1/69), Biolegend #101815  
 Brilliant Violet 421 anti-mouse CD19 (Clone 6D5), Biolegend #115537  
 BV786 anti-mouse B220 (Clone RA3-6B2), Biolegend #103246  
 BUV395 anti-mouse IgM (Clone R6-60.2), BD Biosciences #564025  
 BV510 anti-mouse CD24 (Clone M1/69), Biolegend #101831  
 BUV737 anti-mouse CD11b (Clone M1/70), BD Biosciences #564443  
 BV421 anti-mouse CD23 (Clone B3B4), Biolegend #101621  
 BV605 anti-mouse CD93 (Clone AA4.1), BD Biosciences #740386  
 BUV496 anti-mouse CD24 (Clone B3B4), BD Biosciences #564664

## Validation

Validation data supplied by the manufacturer was used as a guideline, and additional validation and antibody titration was performed using positive/negative control cells from C57BL/6 mice prior to the experiments.

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

C57BL/6 mice and CD19-Cre (Jax Stock No: 006785) and Dnmt3a-tm3.1Enl (Kaneda et al.): Mice of both sexes and less than 9 months old were used in this study.

## Wild animals

No wild animals were used in this study

## Field-collected samples

No field-collected samples were used in this study.

## Ethics oversight

Institutional Animal Care and Use Committee (IACUC)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

## Sample preparation

Single cell suspensions were made from spleens, bone marrow, peritoneal washes or fetal liver of Dnmt3a-/- or WT mice with gentle disaggregation followed by red blood cell lysis using ACK buffer (Lonza). They were stained with labeled antibodies and analyzed by flow cytometry.

## Instrument

BD LSR2 or BD FACS Aria

## Software

FlowJo or FACS Diva

## Cell population abundance

>99%

## Gating strategy

Included in the methods and supplementary information

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

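RNA-Seq libraries of wild-type peritoneal B1a cells (2 replicates) and wild-type splenic follicular B2 cells (2 replicates) were analyzed. The Dnmt3a-deficient libraries and the methylation, chromatin and microarray data of the study were not analyzed here, apart from the DMR coordinates and gene lists in the paper's source data.

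For each library the authors aligned the reads to mm10 and quantified RefSeq genes with RSEM v1.25.0. The authors deposited an expected count for each gene entry, without normalization, in which reads that fit several entries are divided between them. The authors also deposited TPM, scaled by RSEM to the same total over all entries in every library, and this was checked from the sums. FPKM was deposited as well and was not used. A further deposited column, a signal value that gives the posterior standard deviation of each count, was used in 1 test of reads divided between near-identical genes. The deposited entries number 21970 and carry 20599 gene symbols; 951 symbols have several entries, which hold between 5.73% and 5.92% of the counts of a library. They list 0 immunoglobulin chain genes and 0 mitochondrial genes. Positions were taken from the RefSeq annotation of GRCm38, in which 20530 symbols were found, 1083 of them under an older symbol.

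Expected counts were summed by symbol, rounded, filtered with filterByExpr, scaled by TMM and tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) without a replicate block, and p-values received Benjamini-Hochberg adjustment with a threshold of 0.05 and no fold-change minimum. The TMM factors were 0.964 and 0.963 for the B1a replicates and 1.05 and 1.03 for the B2 replicates. Standard errors of log2 fold changes were derived from the test's F statistic. The paper's methods name EBSeq at a posterior probability of 0.95; EBSeq was not run here. The paper's methods name no pairing of B1a and B2 replicates, and replicate numbers were taken from the sample labels. Library totals lay between 11032732 and 18588623 counts, and 3 counts served as the floor, which covers counting error only.

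Most genes given in the text were chosen by a rule set before the data were examined; Zfp488, Ccdc82 and Zfp277, and the genes of Fig. 3d given one by one, were chosen after their values were seen. They are the 5 genes with the largest log2 fold change in each direction among called genes with a mean of at least 10 CPM in the higher group and no overlap between the groups, the genes named in the paper's text, most genes of the sorting markers, and, mostly as summaries, lists of marker genes of other cell types and sex-linked genes. Genes of Fig. 3d, genes printed in the source data of Fig. 3b, and genes with the transcription start nearest to a DMR in the source data of Fig. 1d were compared with the other tested genes by a two-sided Fisher's exact test (scipy 1.17.1), as in the paper, and their median log2 fold change and share of calls were compared with 10000 random lists drawn in 20 bins of mean expression.

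Alternatives set before the data were examined were DESeq2 1.42.0 with its size factors, upper quartile normalization, limma-voom (limma 3.58.1), a filter of at least 10 counts in every library, no filter beyond 1 count in any library, limma on log2(TPM + 1) and on log2(TPM + 0.1) for genes with a mean TPM of at least 1, removal of immunoglobulin, mitochondrial, X and Y genes, a replicate block, an absolute log2 fold change of at least 1, and each replicate left out in turn. Further alternatives were chosen after seeing the data, limma-voom with a weight for each cell type and gene entries as deposited without summing.

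The tests were tested on simulated data with 200 changed genes among 11607 tested, a log2 change of 3 and dispersions taken from the trend of the libraries. The edgeR test recovered 92% of the changed genes with 4 false calls, limma-voom 81% with 1, and DESeq2 96% with 31. These rates hold for changed genes with a mean of at least 20 CPM and a median simulated biological coefficient of variation of 0.341, against 0.507 for the libraries as a whole, so they are not general. Counts were also simulated with no difference between cell types, 10 times for edgeR and 3 times for the other tests. The median noise between replicates of each cell type was used for every gene. Transcripts of the 30 most counted genes were compared with all annotated transcripts by BLAST 2.17.0, and stretches of at least 75 bases at 95% identity were kept.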

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

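All tests in this part except that of the share of macrophage genes higher in both B1a libraries were chosen after the counts had been seen. Lists of marker genes of cell types that the sort was meant to exclude were written before the data were examined. For the lists below, the summed CPM lay above the floor of 3 counts in the libraries whose CPM is given. The paper does not report on these genes. The 3 mesothelial cell genes lay under this floor, with 1 count in B2 replicate 1 and 0 in each other library.

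Macrophage marker genes summed to 210 CPM in B1a and 62.5 CPM in B2 libraries. The median log2 fold change of the 8 tested genes, 1.81, lay at percentile 99.9 of random lists matched on expression, and Lyz2 was called (log2 fold change 2.57, adjusted p = 0.00764 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 9 listed genes, 55.6% lay higher in both B1a libraries than in both B2 libraries. In 10000 simulations without a difference, at the median noise of each cell type, 14.0% of these genes did so on average. The observed number was reached in 0.34% of the simulations, so amplification noise at that median level did not account for it. Csf1r, also listed, did not rise, with a log2 fold change of -0.0293. RNA of macrophages in the sorted peritoneal cells is a candidate source of the rise, and expression of some of these genes by B1a cells themselves is the biological alternative, which these libraries cannot tell apart from it.

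Erythroid marker genes summed to 291 CPM in B1a libraries (78.7 and 504 in the replicates) and 58.4 CPM in B2 libraries (36.1 and 80.8). The sum in B1a replicate 1 thus lay below that in B2 replicate 2. Of the 5 genes, 2 lay higher in both B1a libraries than in both B2 libraries. The median log2 fold change of the 5 genes, 2.22, lay at percentile 99.9 of random lists matched on expression. Of the 5 genes, Hba-a2 alone was called (log2 fold change 3.39, adjusted p = 0.0278 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Hba-a1 did not pass (log2 fold change 2.22, adjusted p = 0.265 from the same test). If red blood cells were the source, the 4 globin genes would keep their proportions between the B1a replicates, provided that shared reads were divided alike in both. The largest replicate ratio was at least 296 times the smallest, a lower bound because Hbb-bs had 0 counts in replicate 1, set to 3 here, and 2006.9 in replicate 2. Loss of molecules in replicate 1 could also produce this. So could reads divided unevenly between globin genes, whose counts are partly fractional (302.4 for Hba-a1 and 396.6 for Hba-a2 in B1a replicate 1). The proportions therefore cannot decide, RNA of red blood cells remains possible, and no biological explanation was tested.

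T cell marker genes summed to 99.8 CPM in B1a and 87.3 CPM in B2 libraries. All 8 listed genes were above 3 counts in both B2 libraries and 5 of the 8 were in both B1a libraries. RNA of T cells in the sorted B2 cells may account for the first result; in the sorted B1a cells it cannot be told apart from other sources. Lck, also counted in this list, made up the largest part of the counts in each library, and no biological explanation was tested.

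Mast cell marker genes summed to 13.9 CPM in B1a and 1.21 CPM in B2 libraries. All 3 genes were above 3 counts in both B1a libraries, as RNA of mast cells in the sorted B1a cells would give, and 0 of the 3 were in both B2 libraries, so for RNA of mast cells in the sorted B2 cells no decision is possible. Neutrophil marker genes summed to 5.38 CPM in B2 libraries (2.34 and 8.41 in the replicates) and had 0 counts in both B1a libraries. Of the 4 listed genes, 3 were above 3 counts in both B2 libraries. RNA of neutrophils in the sorted B2 cells is a candidate source that is not decided, since Retnlg had 2 and 0 counts there. No biological explanation was tested for these genes.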

How the results depend on the processing

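The alternatives were set before the data were examined, except limma-voom with a weight for each cell type and gene entries left unsummed, which were chosen after seeing the data. With 1 library left in a group no test can be run, so leaving out each replicate gave values but no calls, and the lambda share and its alternatives were not run because no immunoglobulin chain gene is listed.

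The number of called genes, 693, stayed within 1.5 times its value with upper quartile factors, limma-voom, a filter of at least 10 counts in every library, limma on log2(TPM + 1), unsummed entries, an absolute log2 fold change of at least 1 and without immunoglobulin, mitochondrial, X and Y genes, with a range of 499 to 944. The last of these removes no immunoglobulin or mitochondrial gene. DESeq2 gave 1550 genes (1004 higher in B1a, 546 higher in B2). Part of this excess has a measured cause, since DESeq2 made between 425 and 593 calls in simulations without any difference between cell types. Without a filter beyond 1 count there were 1141 genes (779 and 362), with weights for each cell type 1415 (1054 and 361), and with limma on log2(TPM + 0.1) 359, of which 196 were higher in B1a. With limma on log2(TPM + 1) 266 genes were higher in B1a. The number of genes higher in B2 moved from 181 to 278 with limma-voom and to 279 with at least 10 counts in every library. Limma-voom with weights for each cell type made at most 1 call in the simulations without a difference. Apart from DESeq2, the causes of these changes were not tested.

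The replicate block gave 1481 genes (889 higher in B1a, 592 higher in B2), among them all 693. The correlation across genes of the deviations of same-numbered replicates was -0.0469, which gives no sign that they share an animal or batch. In simulated data with the same noise in both cell types, the block recovered 92% of changed genes with 6 false calls. DESeq2 made 31 false calls there, but between 425 and 593 calls in simulations with the median noise of each cell type. The block was not run in the latter, so how many of its 1481 calls are false is not known. With the block, 68.4% of called Fig. 3b genes were higher in B1a against 57.5% of other called genes (two-sided Fisher's exact p = 0.000315), and 63.5% against 53.8% for genes nearest to DMRs that lose methylation (Fisher's exact p = 0.0283); neither comparison passed with edgeR's test without the block (0.296 and 0.139 by the same exact test).

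Of the 82 Fig. 3d genes, 65 were called higher in B1a; the alternatives gave between 53 and 78, except 43 and 36 with limma on log2(TPM + 1) and log2(TPM + 0.1), and the cause was not tested. The odds ratio of Fig. 3b genes among genes higher in B1a stayed between 3.98 and 7.20, and that of genes nearest to DMRs that lose methylation between 3.14 and 8.61, each on the same side of its threshold in all alternatives run.

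Among 43 tested genes chosen by the rule for named genes, 359 of 419 values under the alternatives kept their direction and their side of the threshold, 31 no longer passed, 27 newly passed and 2 changed direction. Both of these were the log2 fold change of Tcf3, which fell to -0.0495 with limma on log2(TPM + 1) and to -0.0497 with log2(TPM + 0.1), where the median of all tested genes lay at -0.30 and -0.32. The median had been -0.0275 and the log2 fold change of Tcf3 0.20 on the count scale, so Tcf3 moved by about as much as the median of all genes did. Leaving out each replicate gave 172 further values, of which 10 moved by more than the replicate SD. Among these further values, the log2 fold change of Tcf3 was -0.0067 without B1a replicate 1, so its direction also changed on the count scale. Tcf3 passed the threshold in none of the fits.

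All 693 called genes kept their sign without each replicate in turn. With both libraries of each group on the same side, as holds for every called gene, this could not have come out otherwise and shows no stability. Of the called genes, 20 were at or under 3 counts in both libraries of 1 group, and the size of their change is known only as a lower bound. Whether depth or loss of molecules set these low counts was not tested.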

Differences from the paper's values

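No value that the paper states was measured in the same way on these libraries. The paper shows 82 genes as specific to the B1a lineage in Fig. 3d. All 82 had a log2 fold change above 0 between wild-type B1a and B2 cells, but 17 did not pass the threshold, with adjusted p-values between 0.055 and 0.221 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their log2 fold changes lay between 0.28 for Notch2 and 1.91 for Ebi3, apart from Ptafr, whose fold is known only as a lower bound because neither B2 library holds more than 3 of its counts. Among them is Arid3a, which the paper names in its text, with a log2 fold change of 0.75 and an adjusted p of 0.146. Among the alternatives, Arid3a was called only by limma-voom with a weight for each cell type (adjusted p = 0.0397, in a range of 0.0397 to 0.333). That alternative was chosen after seeing the values. In edgeR's test, Arid3a passed when p was adjusted over the named genes alone (adjusted p = 0.032). All 82 genes passed when p was adjusted over the Fig. 3d list alone, but all 17 already had an unadjusted p under 0.05. Passes within a list are weak evidence, since such p-values were also frequent in edgeR's test of counts simulated without a difference. If the paper chose these genes with the libraries analyzed here, passes within the list show no stability.

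DESeq2 called 13 of the 17 genes, namely Cd38, Ebi3, Gimap4, Gpr183, Jak2, Ly6d, Notch2, Nr4a1, Pigr, Pik3c2b, Ptafr, Sp140 and Tlr6. Without a filter beyond 1 count, and also with the replicate block, 9 were called, namely Ebi3, Gimap4, Gpr183, Jak2, Ly6d, Pigr, Ptafr, Sp140 and Tlr6. With at least 10 counts in every library 6 were called, namely Ebi3, Gimap4, Gpr183, Ly6d, Pigr and Sp140, and limma-voom called 5 of these, without Ebi3. The weights for each cell type, chosen after seeing the values, called 11, namely Arid3a, Nr4a1 and the 9 genes called without a filter. Upper quartile factors, limma on log2(TPM + 1) or log2(TPM + 0.1), removal of immunoglobulin, mitochondrial, X and Y genes, and unsummed entries called 0 of the 17, although between 11 and 17 of them had an unadjusted p under 0.05 in these fits. Klf12, Tank and Tnfrsf13b passed under none of these settings.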

Other observations

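The tests of few starting molecules, of upper quartile factors and of the count filter for the share of calls in B1a, of ribosomal protein genes, of TMM factors on the TPM scale, of the posterior standard deviation, of the transcript of Zfp488, and of the direction of calls and the matched share of calls near DMRs were chosen only after the result was seen; the other tests in this part were chosen before.

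The B1a replicates differed gene by gene more than the B2 replicates. The squared difference between replicates, divided by the count, is 1 for counting noise alone. It had a median of 56.9 in B1a and 9.96 in B2 cells. In B1a cells it was 84.2 at 30 to 100 counts and 56.7 at 1000 to 3000 counts, a ratio of 0.674, whereas a constant relative difference between the animals would raise it 26.0-fold; at 3000 to 10000 counts it was 99.3. A level that does not rise over most of the range is in line with few starting RNA molecules that were each read many times after amplification, about 204000 and 203000 molecules by this measure in the B1a replicates. Depth did not account for the difference, since after all libraries were thinned to the same total, B1a had 61 times as many genes as B2 with at least 100 counts in one replicate and 3 or fewer in the other. Of the 200 such genes in B1a, 83.5% were above 3 counts in both B2 libraries, but so are marker genes of other cells, so RNA of other cells in one library cannot be told apart from the other explanations. Of these genes, 6.5% have several entries of their symbol, which says nothing on reads divided between genes because entries had been summed. The posterior standard deviation that RSEM gives was above 10% of the count for 7.0% of them, against 3.0% of all genes with at least 100 counts, so reads divided between near-identical genes did not account for most of them. Few starting molecules may limit what the B1a libraries show, and a difference between the animals at the highest counts was not tested.

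More genes were called higher in B1a than in B2, 73.9% of the calls. The share was 66.9% with upper quartile factors and 70.4% with at least 10 counts in every library, so the normalization factor did not remove it. Genes lost at random from the B1a libraries would look lower there, so the filter cannot decide on this explanation. Amplification noise alone, at the median level of each cell type for every gene, gave 0 calls with edgeR in any of the 10 simulations. A median of 1249 genes had an unadjusted p under 0.05 in edgeR's test there. On the TPM scale the share was 53.3% with a pseudocount of 1 and 54.6% with 0.1. There the median log2 fold change of all tested genes was -0.30 with a pseudocount of 1, against -0.0275 on the count scale. Over genes with at least 10 counts in every library it was still -0.25 against 0.013, so lost genes did not account for the gap. Spearman's rho of the count-scale log2 fold change with gene length was -0.067, but a rank correlation cannot show a shift common to all genes, so gene length is not excluded. The 99 ribosomal protein genes held 21.2% and 22.4% of TPM in B1a replicates and 15.3% and 15.6% in B2 replicates. With these genes left out and TPM rescaled, the median rose to -0.15. TPM also lacks the TMM factors, without which the count-scale median was -0.13. Neither step alone closed the gap to within 0.1, but with both applied to TPM the median was -0.045, so ribosomal protein genes together with these factors may account for most of it. Which scale gives the truer share of calls cannot be told from these libraries.

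The 82 genes of Fig. 3d had a median log2 fold change of 1.66 between wild-type B1a and B2 cells, at percentile 100 of random lists matched on expression, whose medians lay between -0.13 and 0.14. Of these genes, 79.3% were called higher in B1a against 3.73% of other genes (odds ratio 98.8, two-sided Fisher's exact p = 8.67e-75, adjusted p = 1.04e-73 over 12 list tests), and 82 passed when p was adjusted over the list alone. This is in line with B1a cell identity of the sorted cells. The paper takes them from a set built with microarrays of the ImmGen Consortium (Fig. 3c), and its text does not name the data set of the further step between B1a and B2 cells; if that step used these libraries, the result shows no stability.

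Genes near DMRs were examined with the same libraries. Of 1029 tested genes printed in the source data of Fig. 3b, where 277 terms have shortened lists, 15.2% were called higher in B1a against 3.22% of other genes (odds ratio 5.37, two-sided Fisher's exact p = 4.29e-49, adjusted p = 2.57e-48 over 12 tests), and 4.57% were called higher in B2 against 1.21% (odds ratio 3.90, Fisher's exact p = 1.97e-12, adjusted p = 5.91e-12). Only genes of enriched terms are printed there, and genes cut from the shortened lists can fall among the other genes. The results for Fig. 3b genes therefore hold for the printed genes, not for all genes near DMRs. The source data of Fig. 1d gave 1999 DMRs on 7 chromosomes, with a median distance of 17.5 kb to the nearest transcription start. Of 757 tested genes nearest to DMRs that lose methylation in B1a cells, 11.8% were called higher in B1a against 2.91% of other genes on these chromosomes (odds ratio 4.45, two-sided Fisher's exact p = 8.33e-21, adjusted p = 3.33e-20). This is the direction expected if demethylation near a gene goes with higher expression in B1a. The 2 contrasts differ, however. Methylation was lost from proB1 to B1a cells, whereas expression was compared between B1a and B2 cells, and methylation in B2 cells was not used. The paper compared expression near these DMRs between B1a and proB1 cells (Fig. 3a). Random lists matched on expression, drawn from the same chromosomes, had between 5.15% and 8.06% of genes called higher in B1a, and the listed share lay at percentile 100 of them, so expression level alone did not account for it. Their median log2 fold change also lay at percentile 100 of matched lists, but a median cannot show how expression level moves the share of calls. Genes nearest to DMRs that gain methylation had an odds ratio of 0.914 (Fisher's exact p = 1, adjusted p = 1), so a DMR nearby in general did not account for it either. However, genes nearest to DMRs that lose methylation were also over-represented among genes higher in B2 cells (3.96% against 1.52%, odds ratio 2.68, Fisher's exact p = 6.16e-05, adjusted p = 0.000123), although that share lay at percentile 96.1 of the matched lists, inside their 95% range. For Fig. 3b genes, matched lists had between 1.85% and 3.6% called higher in B2, and the listed share of 4.57% lay at percentile 99.99, so expression level alone did not account for that one. The random lists were not matched on the enriched terms from which the printed genes come, so selection by these terms was not tested. Among called genes a further lean to B1a was not shown (74.8% against 65.8%, odds ratio 1.545, two-sided Fisher's exact p = 0.139, adjusted p = 0.238). That comparison depends on the setting. Among alternatives without a replicate block, it gave Fisher's exact p = 0.00947 for limma on log2(TPM + 1), 0.00578 for log2(TPM + 0.1), 0.0408 for DESeq2 and 1.0 for limma-voom with weights, which was chosen after seeing the data. In the other alternatives without a block, Fisher's exact p lay between 0.104 and 0.227. For Fig. 3b genes the same comparison gave Fisher's exact p = 0.296 (76.8% against 72.7%). It gave 0.00212 with DESeq2, 0.0441 with limma-voom, 0.0181 without a filter beyond 1 count and 0.0252 with limma on log2(TPM + 1). It did not pass with at least 10 counts in every library (0.0517), log2(TPM + 0.1) (0.119) or upper quartile factors (0.121). Removal of X and Y genes (0.294) and limma-voom with weights (0.665) did not pass either. Whether genes nearest to DMRs that lose methylation vary between B1a and B2 cells in either direction, or lean to B1a, cannot be told from these libraries.

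Among the genes of DNA methylation and demethylation, Dnmt1, Dnmt3b, Tet1, Tet2 and Tet3 did not pass the threshold between wild-type B1a and B2 cells, with log2 fold changes of -0.56, -1.06, -2.70, 0.58 and -0.34. Tdg, at 19.7 CPM in B1a and 39.2 CPM in B2 cells, did not pass either. Tet1 passed with DESeq2 and with at least 10 counts in every library, and Tet2 passed in 1 of 10 alternatives. When p was adjusted over the named genes alone, Dnmt1 (0.0277), Tet1 (0.0357), and Tet2, Tet3 and Tdg (0.0492 each) passed in edgeR's test with Benjamini-Hochberg adjustment. Passes over the named genes alone are weak evidence. In counts simulated without a difference, a median of 1249 genes had an unadjusted p under 0.05 in edgeR's test. Of the transcription factor genes that the paper discusses, Fos was higher in B1a cells with a log2 fold change of 2.19 (adjusted p = 0.00307 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while Jun at 0.55 (adjusted p = 0.0792), Spi1 at -0.22 (adjusted p = 0.659) and Batf at -1.01 (adjusted p = 0.757) did not pass the same test. Jun passed in 5 of 10 alternatives and over the named genes alone (adjusted p = 0.0145 from the same test), and Spi1 and Batf passed in none. Batf had 5 and 87 counts in the B1a replicates. Its log2 fold change was -0.0888 without B1a replicate 1 and -4.11 without B1a replicate 2, so its size is not settled. Lin28a had 3 counts in one B2 library and 0 in the others, and Lin28b had 0 in all 4. Mki67 was called higher in B1a cells with a log2 fold change of 1.59 (adjusted p = 0.0488 from the same test), but the other 7 proliferation genes of the marker list were not called. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were counted in all 4 libraries and had adjusted p-values between 0.271 and 0.864 in the same test.

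Zfp488, chosen after its values were seen, ranked between 5 and 7 among the most counted genes of the 4 libraries, with a mean of 3686 CPM. Its transcript shares stretches of at least 75 bases at 95% identity with transcripts of 73 other genes, which cover 22.2% of it, whereas the median over 29 of the 30 most counted genes is 0. Reads from repeated sequence assigned to its transcript are a candidate explanation for its counts. Ccdc82 and Zfp277, also chosen after their values were seen, share such stretches with 118 and 15 other genes.

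Histone cluster genes, 68 in number, held 0.339% and 0.320% of counts in B1a replicates and 0.174% and 0.206% in B2 replicates. The paper states that polyadenylated RNA was enriched, and most transcripts of these genes carry no poly(A) tail. The sample labels, however, name a kit that depletes ribosomal RNA, which would keep such transcripts. No explanation of their counts was tested.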
